# DNA methylation dynamics during intestinal stem cell differentiation reveals enhancers driving gene expression in the villus

**DOI:** 10.1186/gb-2013-14-5-r50

**Published:** 2013-05-28

**Authors:** Lucas TJ Kaaij, Marc van de Wetering, Fang Fang, Benjamin Decato, Antoine Molaro, Harmen JG van de Werken, Johan H van Es, Jurian Schuijers, Elzo de Wit, Wouter de Laat, Gregory J Hannon, Hans C Clevers, Andrew D Smith, René F Ketting

**Keywords:** Adult stem cells, Differentiation, DNA Methylation, Methylome, Enhancer, Tcf4

## Abstract

**Background:**

DNA methylation is of pivotal importance during development. Previous genome-wide studies identified numerous differentially methylated regions upon differentiation of stem cells, many of them associated with transcriptional start sites.

**Results:**

We present the first genome-wide, single-base-resolution view into DNA methylation dynamics during differentiation of a mammalian epithelial stem cell: the mouse small intestinal Lgr5+ stem cell. Very little change was observed at transcriptional start sites and our data suggest that differentiation-related genes are already primed for expression in the stem cell. Genome-wide, only 50 differentially methylated regions were identified. Almost all of these loci represent enhancers driving gene expression in the differentiated part of the small intestine. Finally, we show that binding of the transcription factor Tcf4 correlates with hypo-methylation and demonstrate that Tcf4 is one of the factors contributing to formation of differentially methylated regions.

**Conclusions:**

Our results reveal limited DNA methylation dynamics during small intestine stem cell differentiation and an impact of transcription factor binding on shaping the DNA methylation landscape during differentiation of stem cells *in vivo*.

## Background

DNA methylation is of critical importance for proper development. Mutants in any of the enzymes responsible for this mark are lethal [1]. The mammalian DNA methylation machinery can be subdivided into two categories: DNA methylation maintenance by DNMT1 and *de-novo *DNA methylation by DNMT3a/b [2]. The combination of bisulfite treatment and high throughput sequencing (BS-Seq) made it possible to assess the dynamics of DNA methylation during differentiation and other processes on the single nucleotide level. Initial single nucleotide resolution genome wide studies both *in vitro *and *in vivo *established the inverse relationship between methylation of histone 3 lysine 4 and DNA methylation at the transcriptional start site (TSS), but also at intergenic regions [3,4]. Furthermore, transcription factor (TF) binding sites were found to be often hypo-methylated [4]. These studies gave the first hints to what shapes the DNA methylation landscape during differentiation.

DNA methylation dynamics at TSSs during *in-vitro *differentiation of both embryonic stem cell and progenitor cells to differentiated cells has previously been investigated using MeDIP combined with microarray hybridization. In these studies, depending on the differentiation step, somewhere between 66 and >1,000 TSSs displayed differential DNA methylation levels [5,6]. As expected, the gain in DNA methylation often negatively correlated with gene expression levels [5,6]. The first genome-wide BS-seq studies focusing on differentiation of stem cells addressed ES cell (ESC) differentiation *in vitro *[3,4]. These studies revealed that upon differentiation large hypo-methylated regions are formed and many TSSs change their methylation status, reflecting their activation or inactivation during the differentiation process. Later studies focused on the differentiation of hematopoietic stem cells. These studies identified numerous differentially methylated regions (DMRs) upon differentiation, many of them associated with transcriptional start sites (TSS) [4,7,8]. In the hematopoietic system a subset of DMRs located at TSSs were in fact widening of already existing hypo-methylated regions [7]. Furthermore, hematopoietic differentiation is impaired in Dnmt3a mutants [9], suggesting a role for *de-novo *DNA methylation during differentiation in this system. These studies have created a general picture in which stem cell differentiation is accompanied by substantial DNA methylation changes. It should however be kept in mind that the number of biological systems analyzed is still small and thus generalizing statements may still be premature. In fact, recent work by the Meissner lab, using reduced representation bisulfite sequencing, has shown that during adult stem cell differentiation DNA methylation dynamics is more limited than expected (Bock *et al*., 2012). Still, this study reports on >2,000 significantly affected loci during skin stem cell differentiation. Finally, since it has been shown that *in-vitro *cultivation of cells can rapidly induce changes in DNA methylation patters [3], it is important to note that the Bock *et al*. and Hodges *et al*. studies are thus far the only studies addressing DNA methylation dynamics at single base resolution during differentiation in a completely *in-vivo *setting [7,10].

We therefore sought to study DNA methylation dynamics in an epithelial stem cell system that is well characterized, displays high stem cell activity, is medically relevant and can be studied completely *in vivo*. Currently, there are only very few systems that satisfy all these criteria simultaneously. We chose to study the mouse small intestinal epithelium. The mouse SI can be divided into three regions: a lower crypt compartment harboring long-lived stem cells [11,12] and the paneth cells that constitute the stem cell niche [13], a rapidly dividing transit amplifying zone and the Villus, a terminally differentiated region consisting of >90% enterocytes [14]. Lgr5 has been identified as a SI stem cell marker and transforming mutations in Lgr5+ SI cells have been shown to be highly tumorigenic [11,15]. Subsequent studies have shown that Lgr5 marks additional adult stem cell populations, for instance in the hair follicle [16,17].

A previously described Lgr5-GFP knock-in model allows the isolation of Lgr5-positive stem cells and their immediate descendants based on their GFP intensity [11]. Using this system, we established methylomes at single-base-resolution from three cell populations obtained directly, without any *in-vitro *culture steps, from the mouse SI: stem cells (GFP_High), their close descendants (GFP_Low), and terminally differentiated cells (Villus). In addition, in order to relate the methylation dynamics during differentiation to changes in DNA methylation that have been accumulated during earlier development, we compared the SI stem cell methylome with another Lgr5+ adult stem cell type from the hair bulge. Our results reveal, as expected, many loci that are differentially methylated between intestinal and hair bulge stem cells. These differences nicely reflect the differential expression patterns found in the two cell types. In contrast, we observed surprisingly stable DNA methylation patterns during SI stem cell differentiation, with no significant *de-novo *methylation of hypo-methylated sites. The only loci displaying significant DNA methylation dynamics are enhancers driving gene expression upon stem cell differentiation and we only observe tens of such loci. We also identify TCF4 as a transcription factor (TF) being both physically close to a subset of DMRs and affecting DMR formation, reflecting that TF binding is a significant factor in shaping DNA methylation patterns during SI stem cell differentiation *in vivo*.

## Results

### Methylomes from epithelial cell populations

In order to establish methylomes of stem cells and differentiated daughter cells from the small intestinal epithelium we isolated three different populations of cells. Using FACS we isolated Lgr5-positive stem cells and their immediate descendants based on their GFP intensity [11] (Figure 1a). Fully differentiated cells were taken from the complete Villus epithelium. Importantly, all cells were subjected directly to DNA isolation without any *in-vitro *culturing steps. The purity of these cell populations can be assessed by inspection of gene expression data obtained from similarly obtained material and the potential to form organoids in culture. Indeed, we detect high expression of Lgr5 and two other known stem cell genes in the stem cell population while the expression drops rapidly upon differentiation, and we also find the expected expression differences between stem cell populations and differentiated cells for differentiation-related genes (Additional file 2, Figure S1). 

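Gene expression in the small intestine was measured on Affymetrix HT MG-430 PM arrays in 4 GFP_High, 3 GFP_Low and 3 Villus samples, and the labels give 3 mice for each sample. For 3 of them (GFP_High 4, GFP_Low 2 and GFP_Low 3) 1 label field names the opposite GFP level to the title. The titles were used, because they give the numbers of samples stated in the methods. The deposited values are intensities that the authors made with the RMA-sketch procedure of Affymetrix Power Tools, which corrects for background, normalizes the arrays to each other and gives 1 value per probe set. They are on a linear scale and were taken to log2 here with no further normalization. Of 45141 probe sets, 28898 were assigned to a single gene, and the probe set with the highest mean stood for each of 17097 genes. Groups were compared with limma, fitted to all 13 arrays of the study, and called at a Benjamini-Hochberg adjusted p under 0.05. The median intensity of the intestinal arrays was 7.8 to 8.2. Their 75th percentile was 40.6 to 52.1, except in GFP_Low 1, where it was 37.6. The log2 values of arrays of the same group correlated across genes at 0.983 to 0.994 (genes are not independent replicates). Background was read from 86 probe sets for olfactory, vomeronasal and bitter taste receptors, whose 95th percentile was a log2 of 2.98, or an intensity of 7.9. This is called the receptor level. Where a group's mean was not above it, a fold is given as at least the ratio to that level, and where neither group was above it, no fold is given. The number of arrays limits the precision of every difference.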

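Lgr5 (Entrez gene 14160), the receptor that marks these stem cells, had an intensity of 649.8 ± 118 (SD, n = 4) in GFP_High, 30.9 ± 30.5 (SD, n = 3) in GFP_Low and 6.07 ± 1.102 (SD, n = 3) in Villus, which is not above the receptor level. Between GFP_Low and GFP_High it fell by 4.82 on the log2 scale (standard error 0.43, adjusted p = 3.88e-06 from limma). Ascl2, the transcription factor that the paper calls Mash2, was at 452.7 ± 62.8 in GFP_High and at 42.1 ± 14.6 in GFP_Low, a log2 difference of -3.48 (standard error 0.25, adjusted p = 5.21e-07 from limma). Olfm4, a secreted protein of the crypt base, was at 6224 ± 846 and 2710.4 ± 563 in these groups, a log2 difference of -1.21 (standard error 0.34, adjusted p = 0.0264 from limma). Tff3, a peptide of goblet cell mucus, rose from 895 ± 287 in GFP_High to 6763 ± 845 in GFP_Low, a log2 difference of 2.97 (standard error 0.25, adjusted p = 2.42e-06 from limma), and stood at 5882 ± 325 in Villus. Sst, which encodes the hormone somatostatin, was not above the receptor level in GFP_High and reached 223 ± 124 in GFP_Low, at least 25.6-fold higher (adjusted p = 7.84e-08 from limma), and 160.2 ± 1.73 in Villus. Ccnd1, which encodes cyclin D1, was at 639.8 ± 72.1 in GFP_High and 490 ± 106 in GFP_Low, which did not pass the test (log2 difference -0.40, standard error 0.37, adjusted p = 0.557 from limma), and at 16.2 ± 5.20 in Villus. Wnt3 and Wnt11, ligands of Wnt receptors, were not above the receptor level in GFP_High, GFP_Low or Villus. Egf was at 8.53 ± 2.20 in GFP_Low, slightly above that level, and at 5.35 in GFP_High and 4.97 in Villus, under it. It was higher in GFP_Low than in GFP_High (adjusted p = 0.0348 from limma with every probe set tested). The paper uses these expression data to assess the purity of the sorted populations.

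**Figure D1:**
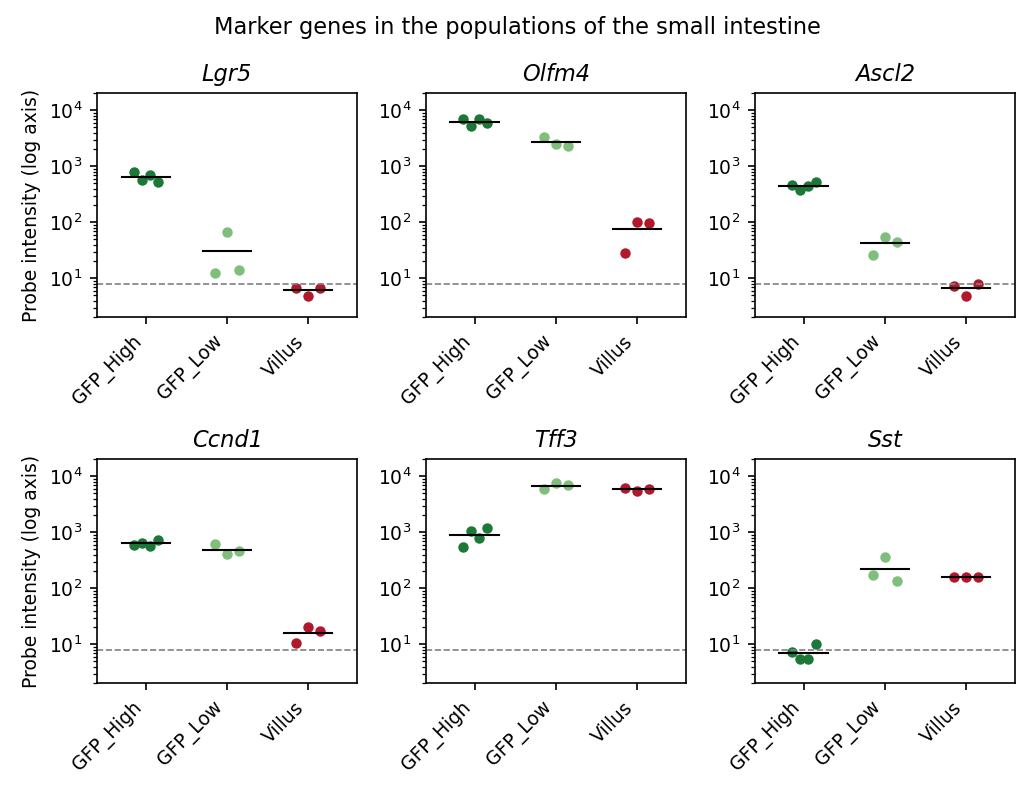
Intensity of Lgr5, Olfm4, Ascl2, Ccnd1, Tff3 and Sst on each GFP_High, GFP_Low and Villus array, on a log axis. Points are arrays, the bar is the mean of the group and the dashed line is the receptor level. Lgr5 stands at 649.8 in GFP_High and at 6.07 in Villus on average, and Tff3 at 895 and 5882.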

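GFP_Low cells had less mRNA of stem cell genes and more mRNA of genes of the secretory and absorptive lineages than GFP_High cells. All 17 measured Lgr5 stem cell genes fell (17 adjusted over the list alone, camera adjusted p = 1.61e-21, and adjusted p = 0.00183 with an estimated correlation), among them Tnfrsf19, a receptor of the TNF family (log2 difference -3.84, standard error 0.27, adjusted p = 3.87e-07 from limma). Of 16 Wnt target genes, 11 fell and none rose (12 adjusted over the list alone, camera adjusted p = 1.95e-11, and adjusted p = 0.00456 with an estimated correlation). In every comparison Lgr5, Ascl2, Tnfrsf19, Sox9, Ephb3 and Cd44 are in both the stem cell and the Wnt target list. These lists are therefore not separate evidence, and the cells were sorted by GFP from the Lgr5 gene. Sp5, a transcription factor induced by Wnt signals, was at 19.8 ± 2.19 against 139.6 ± 26.2 in GFP_High. Of 23 enteroendocrine cell genes, 22 rose (22 adjusted over the list alone, camera adjusted p = 1.61e-40, and adjusted p = 0.00183 with an estimated correlation). They include the hormone genes Cck (568 ± 70.6 in GFP_Low, log2 difference 6.08, standard error 0.25) and Gcg (607 ± 167 in GFP_Low, log2 difference 5.45, standard error 0.30), and Ghrl, which was at least 35.9-fold higher. Of 16 goblet cell genes, 14 rose (15 adjusted over the list alone, camera adjusted p = 1.19e-22, and adjusted p = 0.00291 with an estimated correlation), with Clca1 at 1852 ± 354 against 35.7 ± 13.8. Of 9 Paneth cell genes, 5 rose (5 adjusted over the list alone, camera adjusted p = 6.49e-05, and adjusted p = 0.00785 with an estimated correlation), with the protease gene Mmp7 at 1030.3 ± 273 against 102.5 ± 12.3 and the lectin gene Itln1 at 5574 ± 2160.3 against 1026 ± 334. Of 25 brush border genes, 20 rose (22 adjusted over the list alone, camera adjusted p = 6.2e-24, and adjusted p = 0.00368 with an estimated correlation), with the alkaline phosphatase gene Alpi at 948 ± 334 against 26.7 ± 11.4. Fat absorption genes rose in 15 of 22 cases (17 adjusted over the list alone, camera adjusted p = 1.44e-16, and adjusted p = 0.0165 with an estimated correlation) and xenobiotic metabolism genes in 12 of 19 (14 adjusted over the list alone, camera adjusted p = 3.84e-10, and adjusted p = 0.0329 with an estimated correlation). Of 13 tuft cell genes, 5 rose (6 adjusted over the list alone, camera adjusted p = 0.000604). That list gave an adjusted p = 0.0779 with an estimated correlation.
Of 23 ribosome biogenesis genes, 11 fell (16 adjusted over the list alone), with Nop56 at a log2 difference of -0.85 (standard error 0.15, adjusted p = 0.00142 from limma); the list had a camera adjusted p = 1.91e-06, and adjusted p = 0.16 with an estimated correlation. Of 37 DNA replication genes, 7 fell (17 adjusted over the list alone, camera adjusted p = 1.79e-06), and the list gave an adjusted p = 0.45 with an estimated correlation. Of 25 mitosis genes, 1 fell (1 adjusted over the list alone, camera adjusted p = 0.0186), the separase gene Espl1 (log2 difference -1.25, standard error 0.31, adjusted p = 0.0124 from limma), and the list gave an adjusted p = 0.79 with an estimated correlation. In all, 2853 of 17097 genes changed, 1080 higher and 1773 lower in GFP_Low. With the sort that 3 GFP_High and 3 GFP_Low arrays share as a block, 2553 changed. The balance of directions depends on the setting: 37.9% of the changed genes were higher in GFP_Low, but 51.2% with quantile normalization and 53.2% without GFP_Low 1, where 1054 genes were lower.

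**Figure D2:**
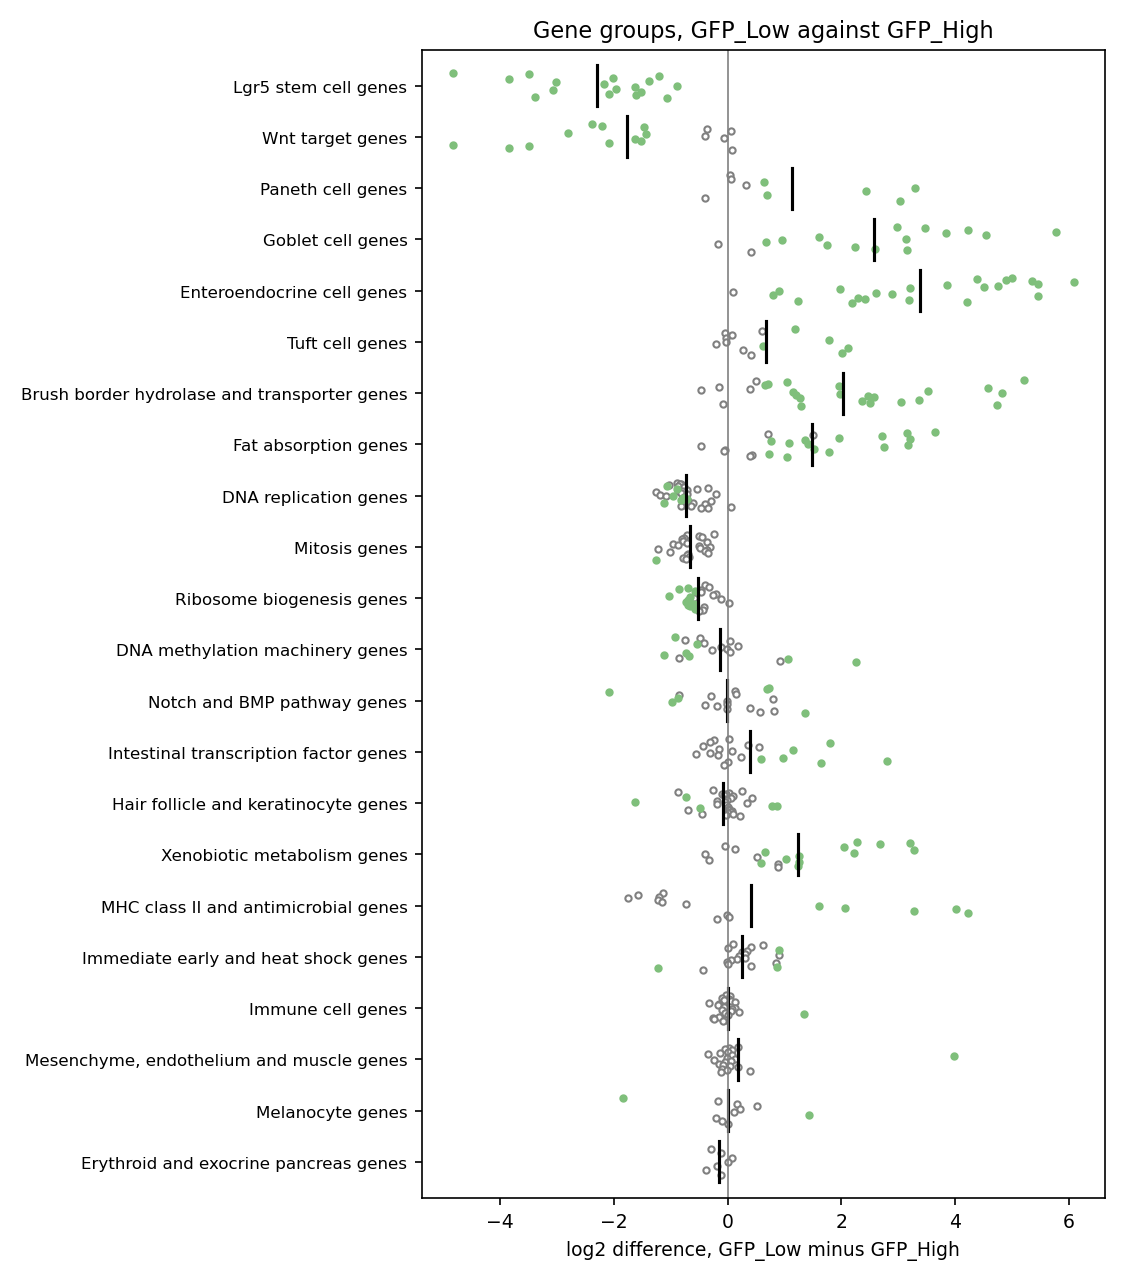
Log2 difference of GFP_Low minus GFP_High for each measured gene of the gene lists. Each point is a gene, filled where its adjusted p was under 0.05 and open where not, and the bar is the mean of the list, which was -2.30 for Lgr5 stem cell genes and 3.38 for enteroendocrine cell genes.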

Finally, a previous analysis showed that only the GFP_High population has organoid-forming properties [18]. These data show that the obtained cell populations are of sufficient purity to study differential DNA methylation. We note, however, that these data do not exclude the possibility that contaminating cell populations are present in the analysed fractions and that it is possible that such contaminations limit the resolution of our DNA methylation dynamics analyses.

**Figure 1:**
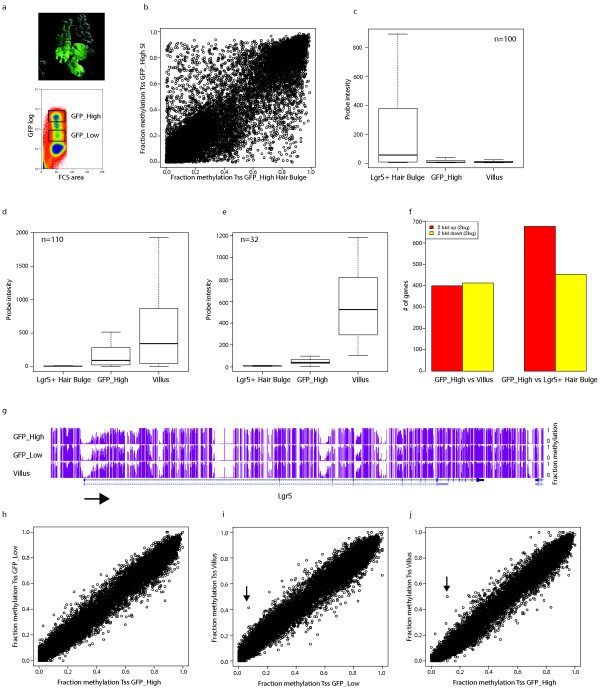
**TSS methylation dynamics**. (**a**) Fluorescent image of the Lgr5 GFP knock-in SI and a typical FACS profile. Boxes indicate GFP_High and GFP_Low populations. (**b**) All TSSs (+/- 1 kb) of which we had at least 80 CpG data-points in each methylome were analysed and their methylation status in the hair bulge (X-axis) was plotted against their methylation status in the SI (y-axis). (**c-e**) Expression of genes associated with TSSs with at least 50% DNA methylation difference between hair bulge and SI Lgr5_high population. (**c**) and (**d**) show the expression of genes with higher DNA methylation levels in the SI and hair bulge, respectively. (**e**) Displays a subset of genes from (d) that shows low to no expression in Lgr5_High, but are expressed in the Villus. In all cases only the values inside the 1.5 interquartile range are plotted. (**f**) Amount of differentially expressed genes (two-fold; 2log) between different cell types as indicated. (**g**) Genome browser view of the DNA methylation status of Lgr5 upon differentiation. Arrow indicates direction of transcription. (**h-j**) Correlation of TSS methylation between the methylomes as indicated. All TSSs (+/- 1 kb) of which we had at least 50 CpG data-points in each methylome were analysed. The one gene with a DMR on the TSS methylation is indicated with an arrow.

From the obtained cell populations DNA libraries for whole-genome bisulfite sequencing were generated. All SI methylomes are built from two independently generated, biologically distinct libraries and have an average coverage of roughly 10-fold. In addition, we derived a methylome (six-fold average coverage) from Lgr5+ stem cells that were isolated from hair bulges. Further details on library statistics can be found in the additional material (Additional file 2, Figure S2). General characteristics of mammalian methylomes also hold true for our data. For instance: gene bodies are often highly methylated while most transcriptional start sites (TSSs) are not. Furthermore CpG islands are in most cases hypo-methylated and repeat elements are hyper-methylated (data not shown).

### Differential methylation of TSSs between different Lgr5+ stem cell systems

In order to verify our approach and to set a reference for TSS-related DNA methylation dynamics, we first compared transcriptional start site (TSS) methylation of the SI stem cell with global TSS methylation of a second Lgr5+ stem cell system, the hair bulge [17] and correlated that with differences in gene expression between these two tissues. To start, we analyzed the TSS (+/- 1kb) methylation found in the two epithelial stem cell systems and represented the results in a scatter plot (Figure 1b). Clearly, many differentially methylated TSSs can be detected. In total, we found 297 TSSs with >50% DNA methylation difference between the two methylomes. 

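Hair bulge cells were measured on the same kind of array in 3 samples, named Lgr5_Low in the methods, with 3 mice for each sample in the labels. The methods describe an isolation similar to that of the intestinal cells, with a longer trypsin step in some cases. The authors' RMA-sketch intensities come in the same table as those of the intestinal arrays and were analysed in the same fit. The median intensity of these arrays was 8.4 to 8.7 and their 75th percentile 46.6 to 49.0. They correlated with each other across genes at 0.978 to 0.989. In hair bulge cells 60.6% of genes were above the receptor level. Lgr5 itself, on which these cells were sorted, had an intensity of 568.5 ± 107 (SD, n = 3), a log2 difference of -0.19 from GFP_High (standard error 0.43, adjusted p = 0.775 from limma).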

In order to correlate these TSS-associated methylation changes with gene expression we derived expression data from Affimetrix expression arrays from both stem cell types. The vast majority of the genes associated with a differentially methylated TSS are differentially expressed, and lower methylation correlates strongly with higher expression (Figure 1c-e). For an overview of all significantly different expressed genes between the two different adult stem cell populations see Additional file 3, table S1. Indeed, TSS methylation is well-known to accompany the long term silencing of gene expression [19,20], suggesting that the observations we describe here reflect the long-term separation of the lineages leading to intestinal and epidermal cell fates.

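Hair bulge cells carried the mRNA of basal keratinocytes, and GFP_High cells that of the intestinal epithelium. Of 33 hair follicle and keratinocyte genes, 30 were higher in hair bulge cells and 1, Gjb2, was lower (30 and 1 adjusted over the list alone, camera adjusted p = 1.12e-23, and adjusted p = 0.00101 with an estimated correlation). The keratin genes Krt14 and Krt5 were at least 683-fold and at least 619-fold higher (adjusted p = 7.64e-15 and adjusted p = 2.12e-14 from limma), and Col17a1, a collagen of hemidesmosomes, at least 726-fold (adjusted p = 5.8e-15 from limma). Of 20 intestinal transcription factor genes, 15 were lower in hair bulge cells and 4 higher (15 and 4 adjusted over the list alone, camera adjusted p = 9.21e-05). Their list gave an adjusted p = 0.186 with an estimated correlation. Hnf4a was at 8.13 ± 1.62 (SD, n = 3) against 2443 ± 169 (SD, n = 4), and Cdx2 at 8.77 ± 0.666 against 488 ± 55.5, while Klf4, which keratinocytes also use, was at 4757 ± 901 against 234.7 ± 100.3. Of 17 Lgr5 stem cell genes, 11 were lower, with Olfm4 at least 782-fold, and 2, Sox9 and Cd44, were higher (11 and 2 adjusted over the list alone, camera adjusted p = 0.000853, and adjusted p = 0.186 with an estimated correlation). Wnt target genes were split, with 7 higher and 7 lower of 16 (7 and 7 adjusted over the list alone, camera adjusted p = 0.977): Wif1, a Wnt inhibitor, was at least 8.39-fold higher, and Rnf43, a ligase that removes Wnt receptors, had a log2 difference of -3.48 (standard error 0.25, adjusted p = 2.75e-08 from limma). Of 19 Notch and BMP pathway genes, 11 were higher and 3 lower (11 and 3 adjusted over the list alone, camera adjusted p = 0.00363, and adjusted p = 0.318 with an estimated correlation), with Bmp2 at 1333 ± 431 against 19.7 ± 4.09 and Jag1 at 263 ± 45.9 against 9.88 ± 2.63.
Goblet cell genes were lower in 12 of 16 cases (13 adjusted over the list alone, camera adjusted p = 1.62e-06), xenobiotic metabolism genes in 15 of 19 with 1 higher (16 and 1 adjusted over the list alone, camera adjusted p = 3.15e-05) and brush border genes in 16 of 25 with 2 higher (17 and 2 adjusted over the list alone, camera adjusted p = 6.55e-05), each with adjusted p = 0.186 with an estimated correlation. Fat absorption genes were lower in 16 of 22 cases and higher in 2 (17 and 2 adjusted over the list alone, camera adjusted p = 0.000173, and adjusted p = 0.258 with an estimated correlation), with Fabp2 at least 185-fold lower, and Scd1 was at least 31.6-fold higher. All 25 mitosis genes and 34 of 37 DNA replication genes were lower (25 and 35 adjusted over the list alone, camera adjusted p = 9.9e-08 for both), each with adjusted p = 0.387 with an estimated correlation; the hair bulge arrays varied widely in them, with Ube2c at 62.6 ± 80.7 against 1206 ± 109.9. Of 23 ribosome biogenesis genes, 14 were lower (14 adjusted over the list alone, camera adjusted p = 0.0019, and adjusted p = 0.351 with an estimated correlation). All 20 immediate early and heat shock genes, which respond to handling and stress, were higher in hair bulge cells than in GFP_High (20 adjusted over the list alone, camera adjusted p = 2.47e-11, and adjusted p = 0.186 with an estimated correlation). Genes of other cell types were higher as well: 7 of 22 genes of mesenchyme, endothelium and muscle (camera adjusted p = 0.0363, and adjusted p = 0.424 with an estimated correlation), among them 4 of 7 fibroblast genes, and 4 of 10 melanocyte genes, with 1 lower (camera adjusted p = 0.0472, and adjusted p = 0.258 with an estimated correlation). Of the genes that the paper lists in Table S1, 1127 in number, 1126 had an adjusted p under 0.05 from limma for the listed probe set. The table holds the log2 values of these same arrays (largest difference 5e-05), so this is not independent evidence. The direction was the same for all listed genes, which follows from the shared values and tests nothing. The lower group was not above the receptor level for 830 of the listed genes (73.6%), so their folds are lower bounds. The paper refers to Table S1 for the genes that differ between these stem cells.

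**Figure D3:**
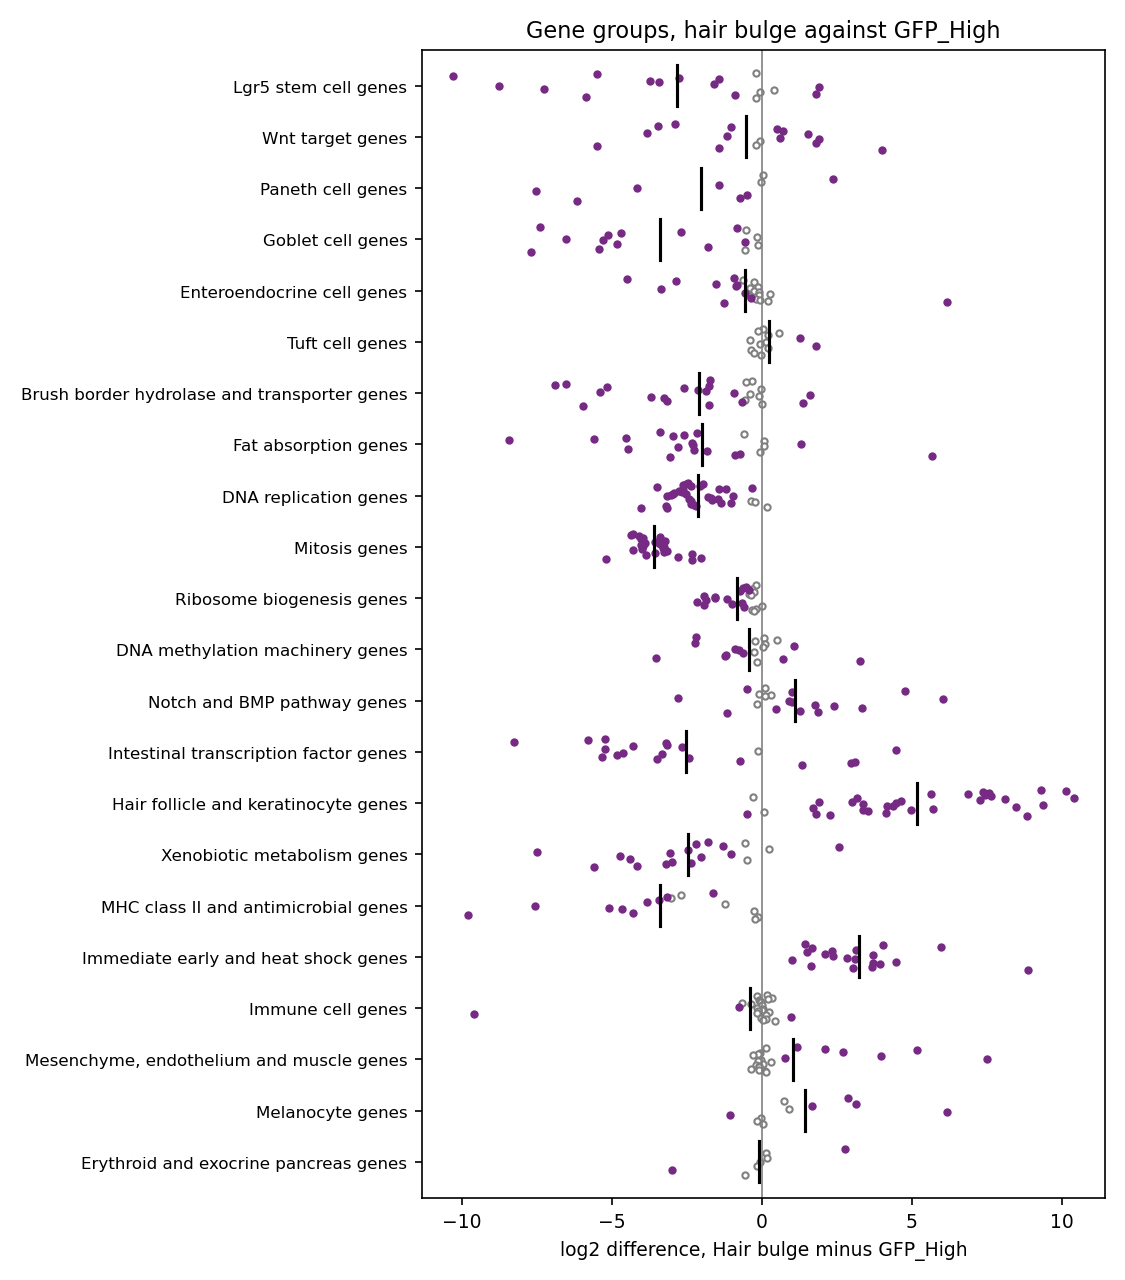
Log2 difference of hair bulge minus GFP_High for each measured gene of the gene lists. Each point is a gene, filled where its adjusted p was under 0.05 and open where not, and the bar is the mean of the list, which was 5.16 for hair follicle and keratinocyte genes and -3.58 for mitosis genes.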

Functionally, genes associated with differentially methylated TSSs, can be coupled to the stem cell system they originate from: gene ontology analysis of genes with a hypo-methylated TSS in the hair bulge reveals that these are enriched for functions in cellular response to UV and genes with a hypo-methylated TSS in the SI are enriched for annotations relating to metabolic processes (not shown).

### Lack of TSS DNA methylation dynamics during SI stem cell differentiation

We next looked at DNA methylation at TSSs during differentiation of the SI stem cell by analyzing the status of TSS methylation in the three SI-derived methylomes. 

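Between Villus and GFP_High, 8361 of 17097 genes differed at an adjusted p under 0.05 from limma, 3868 higher and 4493 lower in Villus. Between hair bulge and GFP_High, 8301 differed, 3321 higher and 4980 lower in hair bulge. With a log2 difference of at least 2 as well, 2432 genes differed between Villus and GFP_High (1056 higher and 1376 lower) and 2274 between hair bulge and GFP_High (1094 higher and 1180 lower). The lower group was not above the receptor level in 481 of the former and 843 of the latter. The genes with the largest differences in Villus include Enpp3, a membrane phosphodiesterase, which was at least 344-fold higher (adjusted p = 1.84e-12 from limma), and Clca4a, which was at least 401-fold higher (adjusted p = 1.22e-13 from limma). Those with the largest differences in hair bulge include Dmkn and Lgals7, genes of the epidermis, which were at least 616-fold and at least 633-fold higher (adjusted p = 5.25e-16 and adjusted p = 7.4e-15 from limma). The counts at this size of difference were lower with an offset, which shrinks the differences of dimmer probe sets most. The offset does not single out probe sets near the receptor level. Both groups were above that level for 1951 of the 2432 genes in Villus and 1431 of the 2274 in hair bulge. With 16 added to each value before the log2, 699 genes were higher and 799 lower in Villus, and 678 higher and 677 lower in hair bulge.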

We note that the number of genes that is differentially expressed between the SI stem cell and the hair bulge is very close to the number of differentially expressed genes between the SI stem cells and the Villus (Figure 1f). Thus, in terms of gene expression differences, the hair bulge and the SI stem cell are just as related to each other as are the SI stem cell and its differentiated villus cells.

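In Villus, genes of nutrient digestion and uptake were higher than in GFP_High, and genes of cell division, ribosome production and Wnt signalling were lower. All 25 brush border hydrolase and transporter genes rose (25 adjusted over the list alone, camera adjusted p = 3.02e-19, and adjusted p = 0.0149 with an estimated correlation), with Slc2a2, a hexose transporter, at 2799 ± 398 (SD, n = 3) against 10.2 ± 2.28 (SD, n = 4) and the amino acid transporter gene Slc6a19 at least 251-fold higher. Of 22 fat absorption genes, 20 rose (20 adjusted over the list alone, camera adjusted p = 6.94e-14, and adjusted p = 0.0367 with an estimated correlation). The apolipoprotein gene Apoa4 was at 8470.3 ± 250.2 against 28.8 ± 12.2, a log2 difference of 8.30 (standard error 0.33, adjusted p = 1.05e-10 from limma). Of 19 xenobiotic metabolism genes, 18 rose (18 adjusted over the list alone, camera adjusted p = 4.22e-12, and adjusted p = 0.0367 with an estimated correlation), with the cytochrome gene Cyp3a11 at 7557 ± 952 against 15.9 ± 5.10. Of 17 Lgr5 stem cell genes, 16 fell (16 adjusted over the list alone, camera adjusted p = 1.35e-12, and adjusted p = 0.0149 with an estimated correlation). Of 16 Wnt target genes, 12 fell and 1, the dim Notum, rose (12 and 1 adjusted over the list alone, camera adjusted p = 4.9e-06, and adjusted p = 0.0367 with an estimated correlation); Cd44 was at 14.9 ± 3.67 against 522 ± 138. Of 23 ribosome biogenesis genes, 22 fell (23 adjusted over the list alone, camera adjusted p = 3.33e-14, and adjusted p = 0.0367 with an estimated correlation), with the fibrillarin gene Fbl at 48.1 ± 7.59 against 1407 ± 83.5. All 37 DNA replication genes fell (37 adjusted over the list alone, camera adjusted p = 2.38e-15), with an adjusted p = 0.194 with an estimated correlation. All 25 mitosis genes fell (25 adjusted over the list alone, camera adjusted p = 1.78e-11), with an adjusted p = 0.251 with an estimated correlation; the topoisomerase gene Top2a was at 10.9 ± 4.75 against 829 ± 39.8. Across genes, the log2 values of Villus and GFP_High arrays correlated at a median of 0.824, and those of hair bulge and GFP_High arrays at 0.797 (genes are not independent replicates). From the numbers of differentially expressed genes, the paper concludes that the SI stem cell is as related to the hair bulge as to its villus cells in gene expression.

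**Figure D4:**
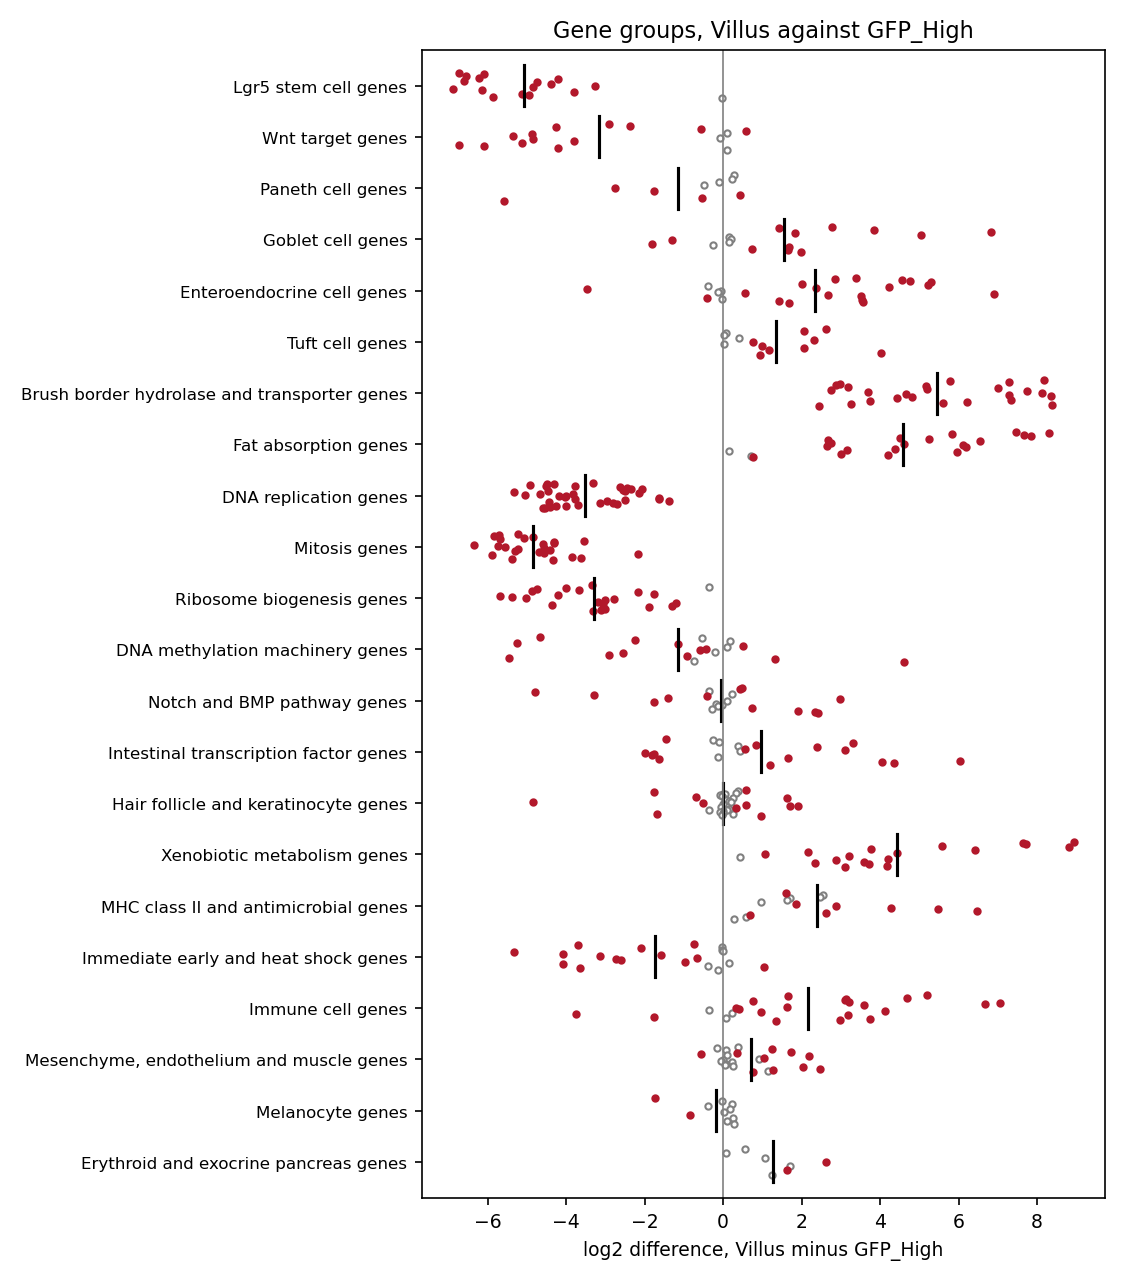
Log2 difference of Villus minus GFP_High for each measured gene of the gene lists. Each point is a gene, filled where its adjusted p was under 0.05 and open where not, and the bar is the mean of the list, which was 5.46 for brush border genes and -4.84 for mitosis genes.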

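Villus also had more mRNA of hormone and mucus genes than GFP_High, together with markers of immune cells. Of 23 enteroendocrine cell genes, 17 rose and 2 fell (17 and 2 adjusted over the list alone, camera adjusted p = 2.52e-06), and the list gave an adjusted p = 0.117 with an estimated correlation. Sct, the secretin gene, was at 633 ± 111 (SD, n = 3) against 17.1 ± 4.19 (SD, n = 4), while Neurog3, the transcription factor that starts this lineage, was at least 5.90-fold lower (adjusted p = 3.96e-07 from limma). Of 16 goblet cell genes, 10 rose and 2, Foxa3 and Galnt12, fell (10 and 2 adjusted over the list alone, camera adjusted p = 0.00347), and the list gave an adjusted p = 0.227 with an estimated correlation. Zg16, which binds bacteria in mucus, was at 9020.4 ± 587 against 284 ± 92.1. Of 13 tuft cell genes, 9 rose (9 adjusted over the list alone, camera adjusted p = 0.00113), and the list gave an adjusted p = 0.113 with an estimated correlation; Dclk1 was at least 4.74-fold higher. Of 9 Paneth cell genes, 4 fell and 1, Dll4, rose (4 and 1 adjusted over the list alone, camera adjusted p = 0.197). Among the 20 intestinal transcription factor genes, 10 rose and 5 fell (10 and 5 adjusted over the list alone, camera adjusted p = 0.146), with Creb3l3 at 941 ± 53.5 against 14.8 ± 4.09 and Foxa1 at 85.0 ± 14.6 against 341 ± 68.1. Notch and BMP pathway genes went both ways, with 7 higher and 5 lower of 19 (7 and 6 adjusted over the list alone, camera adjusted p = 0.919): Notch1 was at 20.9 ± 3.43 against 575 ± 42.4, and Bmp2 at 155.6 ± 40.5 against 19.7 ± 4.09. Of 15 MHC class II and antimicrobial genes, 8 rose (9 adjusted over the list alone, camera adjusted p = 0.000627), and the list gave an adjusted p = 0.113 with an estimated correlation. The lectin gene Reg3g was at 4221 ± 1151 against 235 ± 118. Beside all of these, 19 of 24 immune cell genes were higher in Villus than in GFP_High and 2 were lower (19 and 3 adjusted over the list alone, camera adjusted p = 6.04e-07), and the list gave an adjusted p = 0.113 with an estimated correlation. Gzma and Gzmb, granzymes of cytotoxic lymphocytes, were at 1019 ± 170.4 and 759.5 ± 143 in Villus, and neither was above the receptor level in GFP_High (adjusted p = 2.28e-10 and adjusted p = 2.58e-12 from limma). Of 22 genes of mesenchyme, endothelium and muscle, 9 were higher and 1 lower (9 and 1 adjusted over the list alone, camera adjusted p = 0.0699).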

First, we checked the methylation state of three well-known SI stem cell markers, Lgr5, Olfm4, and Mash2 [11,21]. Although the mRNA levels of these genes decrease >60-fold upon differentiation, their promoters do not gain methylation (Figure 1g and Additional file 2, Figure S3a, S3b). Also at a genome-wide level no significant differences were observed on the vast majority of TSSs (Figure 1h-j). 

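All 3 marker genes fell between GFP_High and Villus, and no Villus array reached the level of a GFP_High array in any of them. Lgr5 was at least 81.2-fold lower in Villus (adjusted p = 9.37e-09 from limma) and Ascl2, named Mash2 in the paper, at least 56.9-fold lower (adjusted p = 1.27e-10 from limma). Both folds are lower bounds, because Villus was not above the receptor level. Olfm4 was at 75.4 ± 40.5 (SD, n = 3) in Villus, 94.5-fold lower on the log2 scale of the fit (log2 difference -6.56, standard error 0.34, adjusted p = 1.17e-09 from limma). Other genes among the largest falls were Smoc2, a secreted protein of the stem cell niche, with a log2 difference of -6.22 (standard error 0.18, adjusted p = 6.48e-12 from limma), and Slc12a2, an ion cotransporter of crypt cells, at 56.6 ± 9.79 in Villus against 5503 ± 612 (SD, n = 4) in GFP_High.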

To increase our sensitivity we subdivided the TSSs based on differential expression, but also this did not reveal significant differences (data not shown). To be precise, only two TSSs showed significant DNA methylation dynamics. 

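The gene 4930481A15Rik (Entrez gene 74931) had an intensity of 4.83 ± 0.675 (SD, n = 4) in GFP_High, 4.93 ± 0.751 (SD, n = 3) in GFP_Low and 5.27 ± 0.569 (SD, n = 3) in Villus. None of these means was above the receptor level, so a change in its mRNA was not detectable on these arrays. It did not pass the test between Villus and GFP_High (adjusted p = 0.484 from limma) or between GFP_Low and GFP_High (adjusted p = 0.928 from limma).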

One TSS loses DNA methylation without an accompanying change of expression of the associated gene (Additional file 2, Figure S3c and S3d). The second TSS-associated change involves the widening of an already existing hypo-methylated region (HMR). The gene associated with this TSS (Pdx1) is upregulated upon differentiation. 

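Pdx1 (Entrez gene 18609), a transcription factor of the duodenum and pancreas, rose from an intensity of 24.65 ± 6.702 (SD, n = 4) in GFP_High to 132.6 ± 48.0 (SD, n = 3) in Villus. This is 5.29-fold on the log2 scale of the fit (standard error of the log2 difference 0.26, adjusted p = 2.49e-06 from limma). In GFP_Low it was at 36.2 ± 10.3 (SD, n = 3), which did not differ from GFP_High by the test (log2 difference 0.56, standard error 0.26, adjusted p = 0.189 from limma).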

Widening of HMRs has been described to occur frequently during HSC differentiation [7,22]. To specifically probe for HMR widening during SI differentiation we analysed the methylation dynamics of HMRs associated with TSSs. This revealed only minimal differences (data not shown).

These data show that in contrast to previously published analyses of stem cell systems [4,7,8], DNA methylation at TSSs in the SI stem cell system is very static. Interestingly, we find that the TSS of >100 genes carrying a hypo-methylated TSS in the SI stem cell, can potentially be methylated as evidenced by its methylation status in the hair bulge (Figure 1b), indicating that the lack of TSS methylation at these genes is not just reflecting the fact that many TSSs are hypo-methylated in general. Rather, these TSSs may be kept hypo-methylated for a reason. Relating to such a hypothetical reason for hypo-methylation, approximately one-third of these genes are not, or only lowly expressed in the SI stem cell, despite their hypo-methylated TSSs. Instead, these genes start to be highly expressed in the differentiated Villus cells (Figure 1e). Taken together, the lack of TSS methylation at these genes may reflect a priming of these genes to become rapidly induced during SI stem cell differentiation. Conversely, the lack of *de-novo *methylation of stem-cell specific genes upon differentiation may reflect the fast turn-over of cells in the SI epithelium, which may not allow or require the establishment of TSS hyper-methylation at 'stemness' genes upon differentiation.

### Global effects on DNA methylation during differentiation

We next analyzed DNA methylation globally. Based on studies on human ESCs [23] one might expect to find strong hypo-methylation upon differentiation of SI stem cells. However, we do not observe this; the general loss of DNA methylation is only minor (approximately 78% CpG methylation in stem cells *versus *approximately 74% in the two differentiated samples). The observed loss is confined to the fraction of highly methylated cytosines in stem cells (90-100% methylation) (Figure 2a) and coincides with a decrease in DNMT expression upon differentiation (Figure 2b) and a shortening of the cell cycle [24]. 

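Dnmt1 (Entrez gene 13433), which copies methylation onto new DNA strands, had an intensity of 581 ± 67.0 (SD, n = 4) in GFP_High, 309 ± 64.9 (SD, n = 3) in GFP_Low and 22.9 ± 4.68 (SD, n = 3) in Villus. Between Villus and GFP_High it fell by 4.68 on the log2 scale (standard error 0.29, adjusted p = 6.46e-09 from limma). Its 2 partners in this step fell with it: Uhrf1, which brings Dnmt1 to replicated DNA, from 384.5 ± 90.5 to 9.93 ± 2.06 (log2 difference -5.27, standard error 0.57, adjusted p = 2.18e-06 from limma), and the remodeller gene Hells from 366 ± 47.0 to 8.63 ± 2.92 (log2 difference -5.45, standard error 0.52, adjusted p = 5.6e-07 from limma). Dnmt3b, which methylates new sites, went from 58.1 ± 15.1 in GFP_High to 12.9 ± 6.08 in Villus (log2 difference -2.25, standard error 0.28, adjusted p = 9.87e-06 from limma). Dnmt3a, the other enzyme for new sites, was at 184 ± 61.5 in GFP_High and 123 ± 10.6 in Villus and did not pass the test (log2 difference -0.54, standard error 0.23, adjusted p = 0.0694 from limma). The array GFP_High 2 was at 276 for Dnmt3a, and without it the log2 difference was -0.32 (adjusted p = 0.189 from limma). Dnmt3a passed with array weights (log2 difference -0.48, adjusted p = 0.0303 from limma), and 1 of its 4 other probe sets passed (log2 difference -0.99, standard error 0.24, adjusted p = 0.00401 from limma with every probe set tested). The remaining probe sets had log2 differences of 0.36, 0.01 and -0.35 (adjusted p = 0.225, 0.978 and 0.194 in that fit). With the mean of all probe sets the log2 difference of Dnmt3a was -0.30 (adjusted p = 0.159 from limma). Of 18 measured genes of the DNA methylation machinery, 10 fell and 3 rose in Villus (12 and 3 adjusted over the list alone, camera adjusted p = 0.0309), and the list gave an adjusted p = 0.267 with an estimated correlation. The genes that rose include Gadd45a, which acts in DNA repair and demethylation, at 347 ± 73.7 against 138 ± 24.9, and Apobec1, the mRNA editing enzyme of enterocytes, at 469 ± 8.63 against 20.5 ± 8.80. Between GFP_Low and GFP_High, Dnmt1 had a log2 difference of -0.93 (standard error 0.29, adjusted p = 0.042 from limma), Dnmt3a of -0.48 (standard error 0.23, adjusted p = 0.189 from limma, and adjusted p = 0.0288 with the sort as a block; log2 difference -0.23 without GFP_Low 1 and -0.27 without GFP_High 2, adjusted p = 0.639 and adjusted p = 0.434) and Dnmt3b of -0.74 (standard error 0.28, adjusted p = 0.0965 from limma). Dnmt3b passed in GFP_Low with the mean of all probe sets (log2 difference -0.66, adjusted p = 0.046 from limma) and with array weights (log2 difference -0.71, adjusted p = 0.0485 from limma). It also passed without GFP_Low 2 (adjusted p = 0.0497 from limma). The call of Dnmt1 in GFP_Low ended with the sort as a block (adjusted p = 0.0877 from limma) and when any of 6 of the 7 arrays was left out (highest adjusted p = 0.17 from limma). Its log2 difference stayed at -0.93 with the block and was -1.06 to -0.75 with 1 array left out. The paper sets this decrease beside the loss of methylation that it observed. All 37 DNA replication genes and all 25 mitosis genes also fell between Villus and GFP_High, with mean log2 differences of -3.52 and -4.84. The fall of Dnmt1, Uhrf1 and Hells in Villus was not told apart here from the fall of genes of dividing cells.

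**Figure D5:**
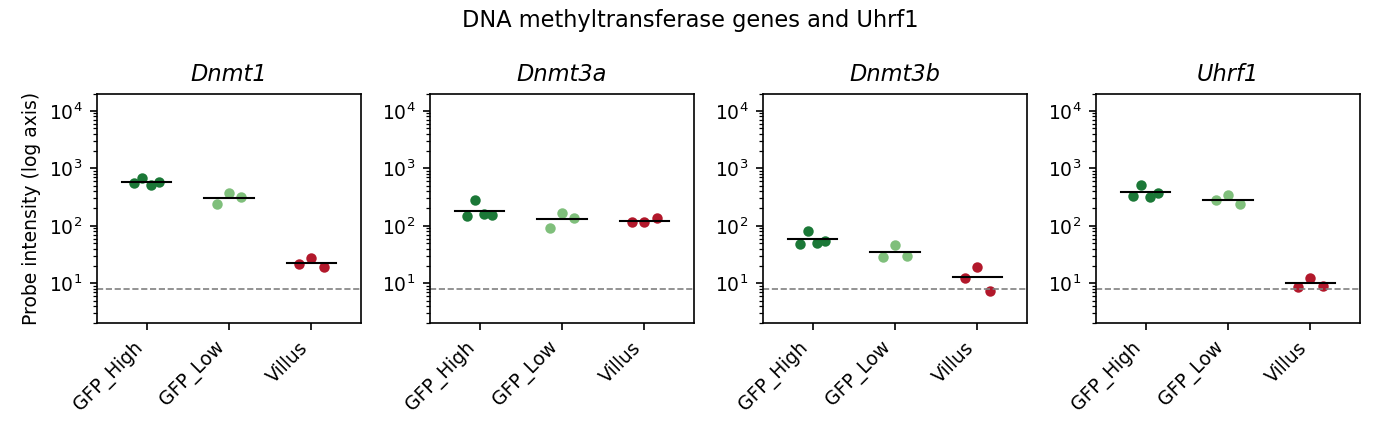
Intensity of Dnmt1, Dnmt3a, Dnmt3b and Uhrf1 on each GFP_High, GFP_Low and Villus array, on a log axis. Points are arrays, the bar is the mean of the group and the dashed line is the receptor level. Dnmt1 stands at 581 in GFP_High and at 22.9 in Villus on average.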

We observed that this minor loss is due to a shift from completely methylated to completely un-methylated reads (Figure 2c), indicating that neighboring CpGs lose methylation simultaneously. We then looked whether specific genomic elements (TSS, 3'UTR, intron, exon, 5'UTR, SINEs, LINEs, and LTRs) are particularly prone to loss of DNA methylation during differentiation. All these lose DNA methylation (Figure 2d), but we do detect some interesting differences. Transposable elements, as a group continuously lose DNA methylation during the whole differentiation process (Figure 2d). This does not bear functional consequences for transposon silencing, as transposon expression levels are mostly unaffected and no transposon family has specific copies that become hypo-methylated upon differentiation (Additional file 2, Figure S4a-d). In contrast, protein-coding loci either maintain or even regain methylation during terminal differentiation. Interestingly, the regain of DNA methylation at coding regions correlates with gene expression: expressed regions tend to regain methylation upon terminal differentiation (*P *<0.01, Mann-Whitney U-test) while silent regions do not (*P *>0.6, Mann-Whitney U-test) (Figure 2e). These data suggest that the relatively open chromatin structure of expressed regions may allow more efficient maintenance of methylation during proliferation and differentiation while heterochromatic loci (including transposons) do not. Everything considered, we interpret the minor loss of global DNA methylation as passive loss of DNA methylation through a combination of increased DNA synthesis and reduced DNA methylation maintenance.

**Figure 2:**
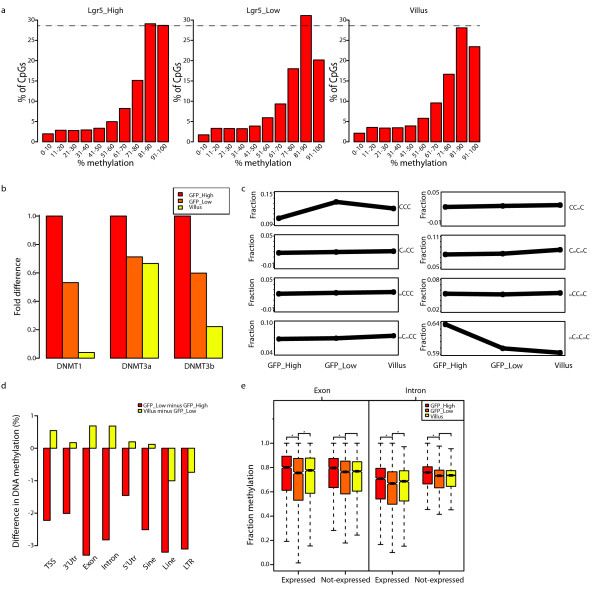
**Global DNA methylation dynamics in the SI**. (**a**) Distribution of methylation states of individual CpGs, binned according to methylation frequency (X-axis) in different methylomes as indicated. (**b**) Dnmt expression as measured on Affimetrix gene expression arrays. (**c**) Fraction of reads with indicated methylation status of the first three CpGs per read, in the different methylomes. C: unmethylated CpG; mC: methylated CpG. (**d**) DNA methylation dynamics of indicated genomic elements. Y-axis: % loss or gain of methylation average per element. (**e**) Mean methylation, per element, of expressed and non-expressed exons and introns (* *P *< 0.01, Mann-Whitney U-test).

### Identification of DMRs during SI stem cell differentiation

We continued and looked for DMRs genome-wide between the individual SI methylomes (see Methods for details). No significant DMRs could be identified between the stem cells and their first descendants. Between the stem cell and the Villus methylomes only 50 DMRs were identified, of which the majority (43) lost DNA methylation upon differentiation (Figure 3a, b). Four of these DMRs were retested using locus-specific bisulfite sequencing on independently acquired DNA samples and all four DMRs were confirmed (Figure 3c, d and Additional file 2, Figure S5a-d). We detect almost no *de-novo *DNA methylation in the three cell populations. This is consistent with the fact that Dnmt3a/b are lowly expressed in the SI system (Additional file 2, Figure S5e).

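Among the 17097 genes on the arrays, Dnmt3b had a higher mean intensity in GFP_High than 64.5% of genes, in GFP_Low than 58.9% and in Villus than 49.6%. For Dnmt3a these shares were 83.1%, 79.2% and 77.7%. Dnmt1, for comparison, stood above 94.8% of genes in GFP_High, 90.1% in GFP_Low and 56.5% in Villus. Dnmt3l, the cofactor of both enzymes in germ cells, had an intensity of 5.00 ± 0.374 (SD, n = 4) in GFP_High, 5.13 ± 0.306 (SD, n = 3) in GFP_Low and 5.67 ± 0.379 (SD, n = 3) in Villus, none of them above the receptor level. The efficiency of probes differs between genes, so intensities rank genes only roughly.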

**Figure 3:**
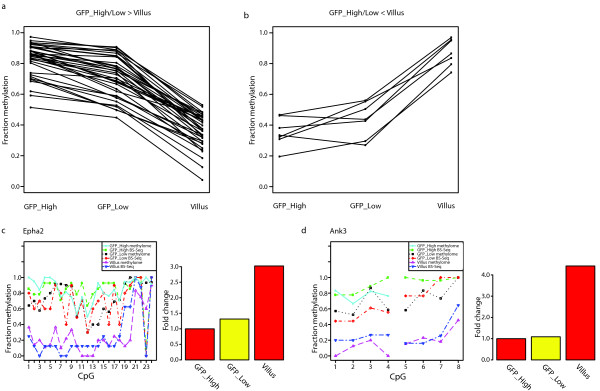
**Identification and characterization of DMRs**. (**a**, **b**) Methylation dynamics of each individual DMR called between the different methylomes. DMRs that lose (a) or gain (b) DNA methylation are displayed separately. (**c**, **d**) Confirmation of the DMRs called in the Epha2 and Ank3 genes by manual BS-Seq and their expression (Expression of GFP_high was set to one).

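Epha2 (Entrez gene 13836), a receptor for ephrins, had an intensity of 47.0 ± 21.3 (SD, n = 4) in GFP_High, 61.8 ± 22.7 (SD, n = 3) in GFP_Low and 142 ± 22.6 (SD, n = 3) in Villus. Relative to the mean of GFP_High, Villus stood at 3.02. The log2 difference between Villus and GFP_High was 1.71 (standard error 0.35, adjusted p = 0.000846 from limma), and that between GFP_Low and GFP_High was 0.44 (standard error 0.35, adjusted p = 0.483 from limma). Ank3 (Entrez gene 11735), which links membrane proteins to the cytoskeleton, was at 79.0 ± 13.4 (SD, n = 4) in GFP_High, 85.9 ± 18.3 (SD, n = 3) in GFP_Low and 349 ± 44.3 (SD, n = 3) in Villus, which is 4.42 times the mean of GFP_High. Its log2 difference between Villus and GFP_High was 2.15 (standard error 0.19, adjusted p = 2e-07 from limma), and that between GFP_Low and GFP_High was 0.11 (standard error 0.19, adjusted p = 0.778 from limma).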

### DMRs correlate with gene expression and carry enhancer-related chromatin marks

We then analyzed the association of DMRs with different genic elements (TSS/exon/intron) and the correlation of DMRs with expression of associated genes. A large fraction of DMRs (34) was found in genic elements of which, as mentioned above, only two are located at a TSS (Figure 4aand Additional file 2, Figure S3d). The few genes with DMRs in their gene body that gain methylation do not change their expression upon differentiation. In contrast, genes containing DMRs that lose methylation upon differentiation are strongly enriched for significant (*P *<0.01;student t-test) differential expression between stem cells and the Villus (21 out of 30; *P *<0.001;random permutation test) (Figure 4b). This expression change is strongly biased to upregulation upon differentiation (*P *<0.001; random permutation test).

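The paper's text and figures name 15 genes with an intragenic DMR, and 13 of them were measured. Of these, 11 changed between Villus and GFP_High at an adjusted p under 0.05 from limma (84.6%, and 11 adjusted over the list alone). Random sets of 13 genes with a similar intensity held 9.08 changed genes on average, and a count as high was reached with a p = 0.178 (1-sided permutation test, 1e+05 sets). In that permutation test, 92.3% changed with the mean of all probe sets (p = 0.0172) and without _x_at and _s_at probe sets (p = 0.0377). Of the named genes, 10 passed a p under 0.01 in the Student test of the methods. Lipa, a lipase of the lysosome, changed from 23.8 ± 2.74 to 841 ± 119.7, and Myo5b, a motor protein of membrane transport, from 222 ± 20.2 to 1321 ± 179. Ago2, a protein of RNA silencing, did not pass the test (log2 difference 0.28, standard error 0.16, adjusted p = 0.162 from limma), while 2 of its 3 other probe sets did (log2 differences 0.83 and 0.71, adjusted p = 0.0027 and adjusted p = 0.00232 from limma with every probe set tested), and the remaining gene, 4930481A15Rik, was not above the receptor level. The study chose these genes partly on these samples, so their count is not independent evidence, and they are not its whole set.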

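Of the 13 measured genes with an intragenic DMR that the paper names, 9 were higher in Villus than in GFP_High and 2 were lower (9 and 2 adjusted over the list alone). Random sets with a similar intensity held 3.90 higher genes on average, and 9 or more were reached with a p = 0.00343 (1-sided permutation test). The mean log2 difference of the list was 1.82, with a p = 0.00044 (2-sided permutation test). The list had a camera adjusted p = 0.000716, and adjusted p = 0.14 with an estimated correlation. Since the study chose these genes partly on these samples, none of these p values is independent evidence of their direction. They cover only the genes that the paper names, and not its whole set. The largest rise was that of Mxd1, a partner of Max that opposes Myc, from 33.6 ± 9.70 (SD, n = 4) to 1319.6 ± 91.7 (SD, n = 3). Arhgap26 was at 9.60 ± 1.13 in GFP_High and 185.0 ± 18.5 in Villus, and the lipoprotein receptor gene Lrp1 at 60.6 ± 7.54 and 282 ± 31.6. Mcph1, a gene of chromosome condensation, fell from 36.9 ± 7.09 to 11.2 ± 2.73 (log2 difference -1.72, standard error 0.21, adjusted p = 8.34e-06 from limma). In GFP_Low, 2 of the 13 genes, Mxd1 and Lrp1, were already higher than in GFP_High and 1, Mcph1, was lower (2 and 1 adjusted over the list alone, camera adjusted p = 0.0707). The immune cell genes that are higher in Villus bear on these comparisons too, since both use the same arrays. From the upregulation of genes with DMRs that lose methylation, the paper proposes a link of these regions with expression upon differentiation.

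**Figure D6:**
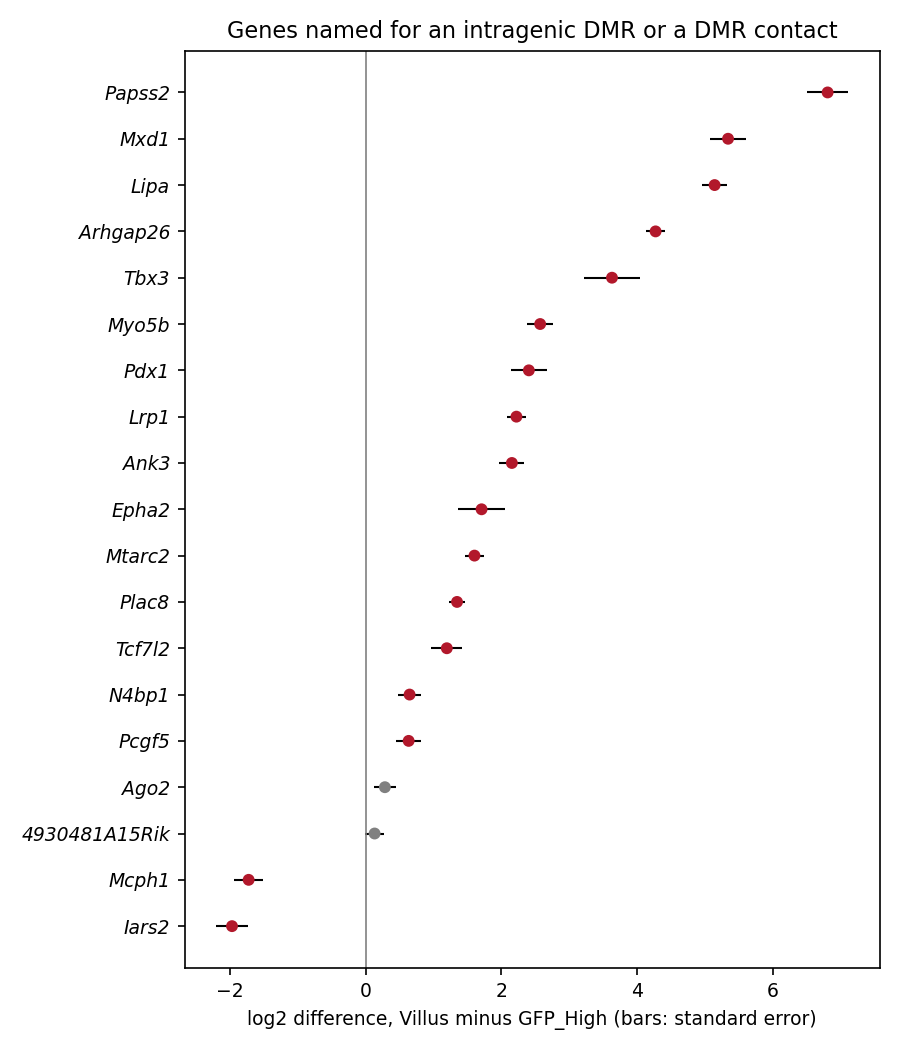
Log2 difference of Villus minus GFP_High, with its standard error, for each measured gene with an intragenic DMR or in contact with a distal DMR that the paper names. Genes with an adjusted p under 0.05 are red and others grey. The largest of them are Papss2 at 6.81 and Mxd1 at 5.34.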

**Figure 4:**
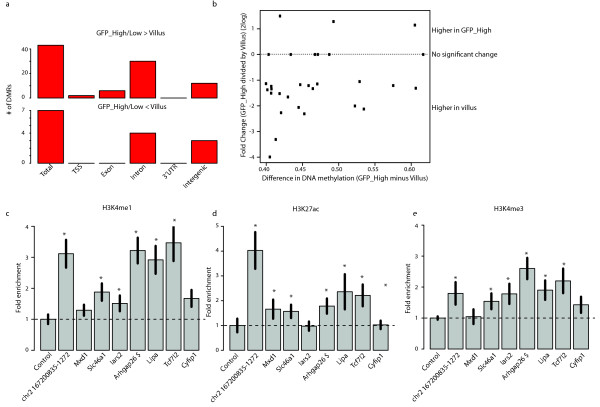
**Analysis of histone modifications and local interactions of DMRs**. (**a**) Numbers of DMRs called between methylomes and their association with different genomic regions as indicated. A DMR is labelled as TSS if within 2 kb of an annotated transcriptional start. DMRs are labelled as intergenic if they are not within 2 kb of a refseq gene. DMRs that overlap with multiple genomic elements are counted in both categories. Top graph represents DMRs that show a decrease in DNA methylation upon differentiation, lower graph depicts the DMRs with an increase during differentiation. (**b**) Scatter plot displaying the absolute difference in DNA methylation of the DMRs (GFP_High - Villus) (X-axis) *versus *the difference in expression of the associated genes between GFP_high cells and the Villus (Y-axis) (GFP_High divided by Villus). (**c-e**) Chip-qPCR results for different histone modifications found in chromatin of Villus epithelium for eight individual DMRs. DMRs are labelled after their closest gene (as indicated), or after their chromosomal location. * *P *<0.05 (student t-test). $: 4C analysis shown in, Additional file 2, Figure S6. The control is a randomly chosen region close to the Sp5 TF.

The observation that the methylation status of non-promoter associated DMR-loci correlates inversely with gene expression made us hypothesize that these DMRs may in fact reveal gene-regulatory domains, or enhancers. Such domains can be marked by the presence of TF binding sites and by Histone H3 subunits that are mono-methylated at lysine 4 (H3K4me1), acetylated at lysine 27 (H3K27ac), and have minimal H3K4me3 [25]. Indeed, TF binding sites are indeed often mildly methylated [4,26]. To confirm the potential regulatory function of the DMRs, ChIP-qPCR was performed for H3K4me1, H3K27ac, H3K4me3, and H3K9me3 on chromatin isolated from Villus epithelium. Of the eight DMRs tested, seven show significant enrichment for H3K4me1 and six for H3K27ac (*P *<0.05; student t-test) (Figure 4c and 4d). Interestingly, six of these regions also display significant enrichment for H3K4me3 (*P *<0.05; student t-test) (Figure 4e), but drastically lower than typical enrichment values found at TSS [27,28]. Importantly, at these loci H3K9me3, a repressive mark, was not enriched (Additional file 2, Figure S6a). Furthermore, analysis of available ChIP-seq data from the total SI [29] shows enrichment of H3K4me1 and H3K27ac, but not H3K4me3 over our DMRs (Additional file 2, Figure S6b-d). These results indicate that the chromatin at the identified DMR loci is indicative of gene-regulatory functions.

### DMRs physically loop to activated genes

To further test the hypothesis that the identified DMRs represent enhancers we used 4C-seq analyses to look into the association of the DMRs with TSSs of differentially expressed genes [30]. Importantly, this technique will identify associations between a specified locus (the DMR) with any other genomic locus, allowing us to ask the open question: can we detect specific loci that are frequently in close contact with one specified DMR? We first applied this technique to 11 intragenic DMRs. Four of these can be shown to contact the TSS of the gene containing the DMR (Figure 5a (upper panel), Additional file 2, Figure S7). Interestingly, one of the intragenic DMRs that does not contact the TSS of the gene in which it resides in fact makes highly significant contacts with the TSS of another gene located approximately 450 kb away (Figure 5a (lower panel)). 

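Mtarc2 (Entrez gene 67247), a molybdenum enzyme of mitochondria that the paper calls Mosc2, had an intensity of 1714 ± 141 (SD, n = 4) in GFP_High, 2190.1 ± 433 (SD, n = 3) in GFP_Low and 5193 ± 146 (SD, n = 3) in Villus. Its log2 difference between Villus and GFP_High was 1.60 (standard error 0.15, adjusted p = 3.53e-07 from limma), or 3.04-fold. Iars2 (Entrez gene 381314), a transfer RNA synthetase of mitochondria, was at 99.0 ± 6.74 (SD, n = 4) in GFP_High and 26.9 ± 10.5 (SD, n = 3) in Villus, a log2 difference of -1.97 (standard error 0.23, adjusted p = 4.94e-06 from limma). Between GFP_Low and GFP_High neither gene passed the test (adjusted p = 0.144 for Mtarc2, with a log2 difference of 0.34, and adjusted p = 0.563 for Iars2 from limma). Mtarc2 passed it with array weights (log2 difference 0.45, adjusted p = 0.00973 from limma) and without GFP_Low 1 (log2 difference 0.51, adjusted p = 0.0198 from limma).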

Consistent with the idea that DMRs are enhancers driving expression in the Villus, this distal gene, Mosc2, and not the gene carrying the DMR, is three-fold upregulated upon differentiation. Next, we analyzed intergenic DMR loci. A significant number of these, five out of nine tested, reveal contacts with the TSS of a neighboring gene. In all five cases the contacted gene is up-regulated in the Villus compartment (Figure 5a (middle panel), Figure 5b, Additional file 2, Figure S7). 

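All 5 genes contacted by an intergenic DMR were higher in Villus than in GFP_High. Papss2, which makes the donor for sulfation, rose from an intensity of 35.9 ± 12.9 (SD, n = 4) to 3857 ± 436 (SD, n = 3), a log2 difference of 6.81 (standard error 0.30, adjusted p = 2.59e-10 from limma). Tbx3, a transcription factor, rose from 118 ± 21.3 to 1442 ± 28.5 (log2 difference 3.63, standard error 0.41, adjusted p = 2.93e-06 from limma), and Plac8 from 2463 ± 178 to 6248 ± 119 (log2 difference 1.35, standard error 0.12, adjusted p = 2.01e-07 from limma). N4bp1, an inhibitor of ubiquitin ligases, went from 80.0 ± 8.14 to 125 ± 14.4 (log2 difference 0.65, standard error 0.16, adjusted p = 0.00414 from limma). Pcgf5, a Polycomb group gene, went from 137 ± 11.2 to 215 ± 48.1 (log2 difference 0.63, standard error 0.18, adjusted p = 0.0101 from limma); a second probe set for Pcgf5 had a log2 difference of 0.03 (standard error 0.19, adjusted p = 0.933 from limma with every probe set tested). In GFP_Low, Papss2 (log2 difference 4.67, standard error 0.30, adjusted p = 1.91e-07 from limma) and Plac8 (log2 difference 0.67, standard error 0.12, adjusted p = 0.00132 from limma) were higher than in GFP_High, while Tbx3, N4bp1 and Pcgf5 had an adjusted p of 0.667 to 0.953 from limma; the second probe set for Pcgf5 was lower in GFP_Low (log2 difference -0.73, standard error 0.19, adjusted p = 0.0235 from limma with every probe set tested). Together with Mtarc2, all 6 genes in contact with a distal DMR were higher (6 adjusted over the list alone), against 2.04 on average in random sets with a similar intensity (p = 0.00129, 1-sided permutation test), with a camera adjusted p = 0.000911, and adjusted p = 0.113 with an estimated correlation. Counted in either direction, 4.57 genes changed on average in the random sets (p = 0.195, 1-sided permutation test). The call of Pcgf5 ended with the mean of all probe sets (log2 difference 0.33, adjusted p = 0.124 from limma), without Villus 1 (log2 difference 0.51, adjusted p = 0.0597 from limma) and in the test of the methods, which each time leaves 83.3% of the 6 genes. The study chose these genes partly on these samples, so this is not independent evidence of their direction. From the contacts and the upregulation of these genes, the paper reasons that the DMRs are enhancers that drive expression upon differentiation.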

Taken together, our data strongly argue that the regions displaying DNA methylation dynamics in differentiating SI stem cells are in fact enhancers that drive gene expression upon differentiation.

**Figure 5:**
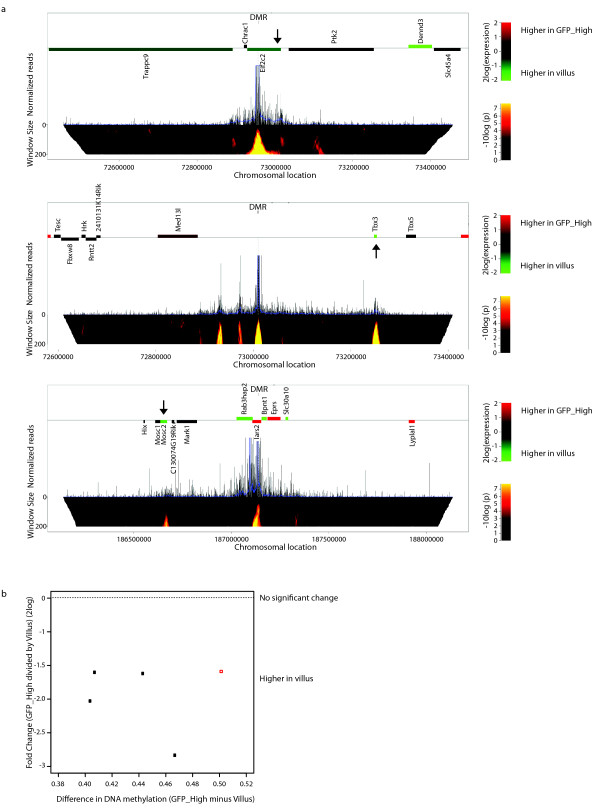
**4C-seq analysis of a subset of DMRs**. (**a**) Domainograms of interaction profiles of three DMRs looping to the TSS of a differentially expressed gene. Top panel: intragenic DMR (Eif2c2) looping to the host TSS. Middle panel: intergenic DMR looping to Tbx3. Bottom panel: intragenic DMR (Lars2) looping to a distant gene (Mosc2). Significant interactions are indicated in the domainogram using different colours, corresponding to different *P *values as indicated on the right. Above the domainogram normalized reads are plotted. Genes are shown as solid horizontal bars. The vertical arrows indicate the significant 4C interaction with a TSS. Significant differentially expressed genes *P *<0.01 (student t-test) are color-coded as indicated on the right. (**b**) Scatter plot displaying the absolute difference in DNA methylation of the DMRs (GFP_High - Villus) (X-axis) *versus *the difference in expression of the gene, which it physically associates with based on 4C analysis, between GFP_High cells and the Villus (Y-axis) (GFP_High divided by Villus). Black circles indicate gene expression changes with *P *<0.01 (student t-test) and the red square *P *<0.05 (student t-test).

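Of 45 genes listed from the 4C panels, 38 were measured; a colour or its absence was recorded for 44 of the 45, among them all 38. In Villus, Asah2, a ceramidase of the brush border, had the largest rise against GFP_High (log2 difference 6.97, standard error 0.23, adjusted p = 2.33e-11 from limma), Gpat3, an enzyme of triglyceride synthesis, had a log2 difference of 4.20 (standard error 0.28, adjusted p = 1.2e-08 from limma), and Slc30a10, a manganese exporter, was at least 27.3-fold higher (adjusted p = 5.9e-10 from limma). Coq2, an enzyme of ubiquinone synthesis, fell by 2.39 on the log2 scale (standard error 0.13, adjusted p = 1.35e-09 from limma), and Eprs, a transfer RNA synthetase, by 1.97 (standard error 0.11, adjusted p = 2.71e-09 from limma). Of the 13 measured genes coloured as higher in Villus, 12 were higher at an adjusted p under 0.05 from limma, and the other was Ago2, which passed with the mean of all probe sets (log2 difference 0.53, adjusted p = 0.00598 from limma). Of the 7 genes coloured as higher in GFP_High, 6 were higher there, and the other was Atad1 (log2 difference -0.39, standard error 0.17, adjusted p = 0.0744 from limma). Of the 18 measured genes without a colour, 12 were not called; 1 of the 6 others is N4bp1, for which the paper's legend gives a p under 0.05 only and the Student test of the methods gave p = 0.00285 here. Over the whole list of drawn genes, 13 were higher and 11 lower in Villus (13 and 11 adjusted over the list alone, camera adjusted p = 0.319).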

### Tcf4 frequently binds close to DMRs

To further look into a potential cause driving the formation of DMRs we asked whether TF binding sites are found close to DMRs. For this question we focussed on Tcf4, a critical TF in the epithelium of the SI [31,32]. A ChIP-seq dataset derived from isolated crypts (the stem cells plus their niche) was already available for this TF (not shown). We first checked the DNA methylation status of non-TSS associated Tcf4 peaks in the SI stem cell methylome and found that Tcf4 binding sites are on average hypo-methylated, (Figure 6a). Virtually identical patterns are observed in the other two SI methylomes (not shown). These data suggest a role for Tcf4 or Tcf4 interacting proteins in shaping the methylation status of the DNA it binds to, an observation in line with previous publications [4,26].

**Figure 6:**
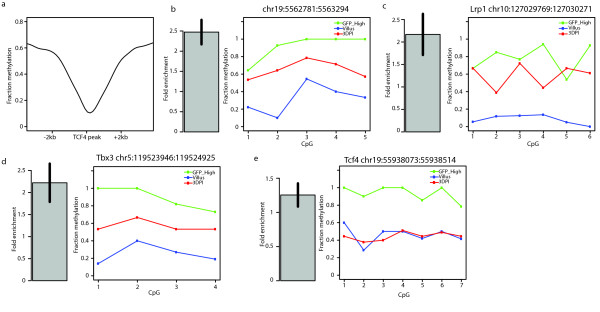
**Tcf4 induces DMR formation in the Villus**. (**a**) Global depletion of DNA methylation at Tcf4 binding sites at least 5 kb away from a TSS. (**b-e**) Left panel indicates tested CpGs of different DMRs after Tcf4 ablation in the SI and the values found in the methylomes. Above the panels the genomic coordinates of the tested DMR is indicated and if applicable the gene it is located in or contacts by looping. Right panel shows ChIP-qPCR enrichments of TCF4 at the DMR tested in the panel to the left. 3DPI: 3 days post induction.

We then checked the proximity of Tcf4 binding sites to DMRs. We could identify multiple DMRs within 1 kb of a Tcf4 binding sites. Six of these were in gene bodies (Iars2, Lrp1, Slc46a1, Ago2, Myo5b, and Tcf4 itself). We then tested whether Tcf4 binds to these loci also in the Villus using ChIP-qPCR. For six out of seven tested loci we could confirm the interaction (Figure 6b-e and Additional file 2, Figure S8a-c), indicating that Tcf4 can often be found binding close to a locus that loses DNA methylation during differentiation.

### Tcf4 contributes to DMR formation

To probe the effect of Tcf4 in the formation of DMRs we asked whether loss of Tcf4 would affect the methylation status at the identified DMRs. A complication to this question is that a complete knock-out of Tcf4 in the SI results in severe proliferation defects, preventing a meaningful analysis [32]. We therefore made use of a conditional Tcf4 knock-out model in which p450 driven Cre-recombinase induces Tcf4 disruption upon b-naphtoflavone injection. This system is not 100% efficient [33]. Three days after induction of CRE the majority of the cells, but not all, have recombined and the Villus epithelium looks grossly normal (Additional file 2, Figure S8d-h), allowing meaningful comparison of wild-type and Tcf4 mutant tissue.

At this time point after induction of Tcf4 deletion, the DNA methylation status of six Tcf4 associated DMRs and one non-Tcf4-associated DMR was analyzed by manual BS-sequencing (Figure 6b-e and Additional file 2, Figure S8a-c). This analysis showed that five of these DMRs are more strongly methylated in the Villus upon loss of Tcf4. Two loci did not show an increase in DNA methylation upon loss of Tcf4, one of them being the locus not bound by Tcf4 in the villus (Tcf4 itself; Figure 6e). Although direct effects of DNA methylation on enhancer function cannot be extracted from these data, they are in line with the idea that Tcf4, or Tcf4 binding partners at enhancers can induce hypo-methylation upon differentiation, potentially by binding to these sites and interfering with the DNA methylation machinery. We note that expression of Tcf4 does not change significantly during SI stem cell differentiation (Additional file 2, Figure S8i) and that Tcf4 already binds to these loci in the stem cell compartment, as indicated by ChIP-seq signals for Tcf4 at these loci, suggesting that differential binding of Tcf4 itself during differentiation may not directly drive DMR formation. 

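Tcf7l2 (Entrez gene 21416), which encodes the Wnt effector that the literature also calls Tcf4, had an intensity of 108 ± 9.10 (SD, n = 4) in GFP_High, 108.1 ± 36.5 (SD, n = 3) in GFP_Low and 251 ± 48.0 (SD, n = 3) in Villus. Between GFP_Low and GFP_High the log2 difference was -0.07 (standard error 0.23, adjusted p = 0.905 from limma). Between Villus and GFP_High it was 1.20 (standard error 0.23, adjusted p = 0.000429 from limma). The other probe sets for Tcf7l2, looked at after these values were seen, had log2 differences of 1.34, 2.24 and 2.31 between Villus and GFP_High. The paper reasons from stable expression of Tcf4 and from its binding in stem cells that differential binding of Tcf4 itself may not directly drive DMR formation.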

Rather, the differential recruitment of factors through Tcf4 may be a more plausible explanation for the observed results. We note, however, that our results do not necessarily reflect direct effects of DNA binding of Tcf4 and/or its co-factors.

## Discussion

We describe single-base-resolution methylation analysis of an epithelial adult stem cell and its descendants. In contrast to studies describing the hematopoietic and ESC systems we do not observe widespread TSS methylation dynamics upon differentiation. TSS methylation in the stem cell already reflects the methylation status found in its differentiated descendants, suggesting that the epi-genome in the stem cell may be to some extent primed for differentiation into SI epithelial cells. Also, genes that become silent upon differentiation do not attract methylation on their TSSs, suggesting that the SI epithelium does not require a locking-in of gene expression status through DNA methylation. The few effects on DNA methylation that we do see are restricted to a set of enhancers that drive gene expression upon differentiation. At these loci, loss of DNA methylation appears to be promoted through TF binding. Below we will discuss our findings in more detail.

### Absence of TSS methylation dynamics during differentiation

We detect little to no dynamics concerning the methylation of TSSs within the SI epithelium. This differs from what has been observed in other *in-vitro *and *in-vivo *differentiation studies [4-8,22,26]. To our knowledge, these studies consistently report significantly higher numbers of DMRs than we detect in the SI. The fact that we do not observe *de-novo *DNA methylation with a direct link to differentiation raises the question whether there is a role for Dnmt3a/b in the small intestine. In this light, the observation that Dnmt3b knock-out intestine is phenotypically indistinguishable from wild-type is interesting [34]. In fact, *de-novo *methylation might be harmful in this system, as overexpression of DNMT3b is associated with increased formation of colonic adenomas [35], while Dnmt3b deletion prevents neoplasia formation [34]. We do not know the reasons behind these deleterious effects of DNMT3b but one possibility might be that it may block the activation of genes to should be activated during differentiation. More detailed methylome analysis of methylomes during early stages of tumorigenesis will be required to address this question. On the other hand, some genes associated with SI differentiation already display hypo-methylation of their TSS in the SI stem cells. Given that their TSSs can be hyper-methylated in the hair bulge, this finding indicates that there is a group of genes that is already pre-specified in the SI stem cell to be turned on during differentiation.

In a recent study, Bock *et al*. (2012) have analyzed the DNA methylation status of several adult stem cell populations, including those of the skin. These authors also find modest DNA methylation dynamics, although they do detect significantly more DMRs during skin differentiation than we report here. The reasons behind these differences remain to be explored, but perhaps the longer lifetime of differentiated skin cells requires more extensive DNA methylation dynamics in order to maintain proper gene expression profiles.

### Only few enhancers trigger DMR formation

We demonstrate that the few DMRs that arise during differentiation of SI stem cells define enhancers that drive gene expression during differentiation. Still, the question remains why only so few enhancers trigger DMR formation. Part of the answer might be related to the lack of TSS methylation dynamics. If indeed the SI stem cell genome is primed for expression of differentiation-related genes, one would expect this not to be restricted to TSSs, but to also extend to gene-regulatory domains. This would imply that many enhancers are already bound by the required TFs and/or other associated proteins, leading to hypo-methylation already in the stem cells, and thus a lack of DMRs formation upon differentiation. In fact, such a scenario was recently shown for Foxp3 and the glucocorticoid receptor in other systems [36,37].

### Impact of Tcf4 on DNA methylation

We find that Tcf4 binding sites are generally hypo-methylated in SI epithelial cells. This is consistent with previous reports describing hypo-methylation induced by TF binding in *in-vitro *conditions [4,26,38]. Our results demonstrate that similar effects can be identified *in vivo*, although in all these studies, including ours, the actual direct effects of DNA binding has not been addressed. In addition, we find that Tcf4 has an impact on DMR formation during differentiation. This is intriguing, since Tcf4 itself appears to be present and bound close to the DMRs both before and during differentiation, suggesting that the effect of Tcf4 on DMR formation is indirect. In that respect it is interesting to note that Tcf4 binding sites are most often not situated directly within DMRs, but rather flank DMRs (not shown). This may indicate that in the process of differentiation, Tcf4 recruits additional factors that may bind to sites flanking Tcf4 and that these additional factors affect DNA methylation. The identification of complexes recruited by Tcf4 to these sites during differentiation of SI stem cells will be required to test this hypothesis.

### DMR-associated genes

As discussed above, only a limited set of enhancers loses DNA methylation during differentiation. Is there anything unusual about the genes regulated by these enhancers? One gene regulated by such an enhancer, Tcf4, has significant impact on the system, as knock-out models display SI-related phenotypes [31,32,39]. In fact, as discussed above, Tcf4 is itself a driver behind DMR formation. Two other noteworthy genes associated with a DMR-enhancer are Mxd1, a negative regulator of the Wnt responsive gene c-Myc, and Eif2c2/Ago2, one of the key players in the miRNA pathway [40,41]. SI phenotypes associated with these genes have not yet been described, but both genes are well-known proteins related to cell proliferation and differentiation. Finally, we identified Tbx3 as a gene that is contacted by such an enhancer. Tbx3 is a TF and mutations in Tbx3 have been identified as responsible for the development of ulnar-mammary syndrome in humans [42]. Although not a disease affecting the SI, it does illuminate the strong impact that Tbx3 can have on homeostasis and development.

Thus, many of the genes regulated by these DMR-enhancers have strong effects on development and differentiation. It may be that the enhancers that can drive the expression of genes with a particularly strong impact on differentiation are under very strict control and that the system does not tolerate pre-occupation of such enhancers in pre-differentiation stages. It will thus be interesting to determine the impact of these enhancers and their associated genes on the homeostasis of the small intestine.

## Conclusions

Our data show that during the differentiation of the SI stem cell only a minimal amount of DMRs arise. Furthermore our results suggest a role for TCF4 in the formation of a subset of DMRs.

## Material and methods

### ChIP-qPCR

Villus epithelium was isolated by incubation of small intestine that was cut into small pieces in PBS supplemented with 1mM EDTA/EGTA. The small intestine was transferred to fresh buffer every 10 min, leaving behind detached epithelium. This procedure was repeated up to 14 times. In general, the first fractions contain Villus and the last fractions contain Crypts. Purity was checked by conventional microscopy. ChIP was performed with antibodies against H3K4me1 (abcam), H3K4me3 (abcam), H3K9me3 (abcam), H3K27ac (abcam), and Tcf4 (Santa Cruz) as described previously [43], but with the following modifications. Villus was fixed in 1% formaldehyde for 30 min at RT. Washing was performed as described, but to prepare the chromatin the cell lysis step was skipped and nuclear lysis was performed directly. From these lysates chromatin was isolated by phenol/chloroform extraction and quantified by gel electrophoresis and NanoDrop (NanoDrop Technologies, Wilmington, DE, USA). Chromatin was sheared using a covaris S2 apparatus. ChIPs with the different antibodies were performed in parallel with 4-6 ug of antibody on 5-10 ug chromatin. After incubation at 4C for 4-5 h beads were washed five times in RIPA buffer.

Quantitative PCR was conducted on a Biorad ICycler system with SYBR Green. Normalized enrichment values were calculated with a standard formula. For primer sequences see Additional file 1, Table S2.

### 4C

Template generation for 4C analysis on Villus nuclei was performed essentially as described [44]. For this study we used different combination of primary and secondary cutters for different viewpoints. To increase short distance resolution two four cutters were used in all experiments. Colom purified PCR products were submitted for sequencing on the Illumina HISeq 2000 genome analyzer.

### Library preparations

FACS analysis was performed as described previously [18]. In short: to enrich for crypt epithelium small intestine from *Lgr5-EGFP-IRES-CreERT2 *mice was incubated in PBS supplemented with 1mM EDTA/EGTA as described above. Crypts were subsequently incubated in Trypsin (10 mg/mL) and DNAse (0.8 µg/µL) for 30 min at 37ºC. Single cells were obtained by filtering through a 40 µm mesh and GFP expressing cells were isolated using a MoFlo cell sorter (DAKO). DNA from 350 K (GFP_High) or 150 K (GFP_Low) cells was isolated as follows: cells were lysed in lysis buffer (10 mM Tris (pH8), 100 mM EDTA, 1% SDS, and 1 ug/mL protK) followed by standard phenol/chloroform extraction and ethanol precipitation. Villus epithelium was isolated as described above and also subjected to the treatment describe above to isolate DNA. Lgr5 positive stem cells from the skin were isolated similarly as done for SI except that the incubation with Trypsin (10 mg/mL) was extended in some cases up to 4 h. The hair bulge was pulled out of the skin by scrapping. DNA was then sonicated to approximately 150-400 base pairs using the Covaris S2 sonicator. The sheared DNA was separated into three portions and adapter ligation was performed as described [7]. Separate ligation products were bisulfite treated (see below) and amplified by 16 PCR cycles. Thereafter PCR products were pooled again and submitted for sequencing on an Illumina GA2X genome analyzer.

### Manual BS-Seq

DNA was isolated as described under library preparations. Between 100-500 ng of genomic DNA was subjected to bisulfite conversion using the EZ-DNA Methylation_Gold Kit (Zymo research). Primers were designed using MethPrimer [45]. For a list of primers used in this study see Additional file 1, Table S2. PCR Amplified fragments were sub cloned using the TA-TOPO kit (Invitrogen) and transformed. Individual clones were subsequently sequenced. In all cases described at least 10 individual clones were assayed.

### Expression arrays of Lgr5+ cells obtained from the SI and the hair bulge

Microarray analysis was essentially done as described [46] in short: RNA from Lgr5_High SI (four), Lgr5_low (three), Villus (three), and Lgr5_Low Hair bulge (three) was isolated after FACS as described above (number between brackets indicate amount of biological replicates performed). Approximately 300,000 to 500,000 cells were sorted for each microarray experiment. RNA concentration and quality was determined using a NanoDrop (NanoDrop Technologies, Wilmington, DE, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), respectively. Fragmentation of cRNA, hybridization to genome-wide mRNA expression platform harboring 20,819 unique genes (Affymetrix HT MG-430 PM Array Plate) and scanning was carried out according to the manufacturer's protocol (Affymetrix Inc., Santa Barbara, CA, USA) at the MicroArray Department of the AMC. With the RMA-sketch algorithm from Affymetrix Power Tools intensity values and confidence intervals were assigned to probe-sets.

### Computational analysis

DMR and HMR calling was done as described previously [7,22]. Additionally, DMRs were filtered asking for at least 10 CpGs and 40% methylation difference.

### 4C analysis

The mapping and data analysis was carried out similar to Splinter *et al. *[30,47].

However, a high-resolution 4C experiment generates substantial number of fragment ends that are formed between two restriction sites of the first restriction enzyme only, so-called 'blind' fragments. The blind fragments have a different frequency distribution compared to regular fragments. We therefore performed quantile normalization using the Limma package in R to make the distribution of both sets of fragment ends identical. To identify regions with significant enrichment of 4C signal we generate local 4C domainograms on these normalized datasets. In these graphs genomic windows of a given are compared to their directly flanking genomic windows using a Wilcoxon rank-sum test. Formally, the window *W_i..i+w-1 _*is compared to the windows *W_i-w..i-1 _*and *W_i+w..i+2w-1_*, where *W *is a genomic window, *i *is the index of a fragment end in the genome and *w *is the size of the window. A sliding window approach is employed to calculate the enrichment along the site of the 4C analysis. By calculating the statistical test over a range of window sizes and plotting the resulting -log_10 _transformed matrix of *P *values along the chromosome a multiscale representation of the 4C data is obtained.

Furthermore to confirm the self-regulatory mechanism of DMRs directly associated with genes that are upregulated upon differentiation only looping from the viewpoint to the TSS of the same gene was assayed. For short range interaction manual inspection of peaks was performed. In the case where orphan DMRs were linked to genes all interaction 750 kb up- and downstream of the viewpoint were essayed. Looping interacting within 5 kb from a TSS were filtered out and linked to expression data.

### Animal experiments

All experiments with animals were conducted according to the local regulations and with permission of the local animal welfare officers.

### Data Access

The BS-seq and the microarray data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession nos. SRP020633 and GSE46303, respectively.

## Abbreviations

4C-seq: Circularized Chromosome Conformation Capture-sequencing; BS-Seq: Bisufite sequencing; ChIP-qPCR: Chromatin Immunoprecipitation-quantitative real-time polymerase chain reaction; ChIP-seq: Chromatin Immunoprecipitation-sequencing; DMRs: differentially methylated region; ESC: embryonic stem cell; FACS: Fluorescence-activated cell sorting; GFP: green fluorescent protein; H3: histone 3; HMR: hypo-methylated region; HSC: hematopoietic stem cell; MeDIP: methylated DNA immunoprecipitation; SI: small intestine; TSS: transcriptional start site; TF: transcription factor; UV: ultraviolet.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

LJTK, MvdW, ADS, and RFK designed the study. Bioinformatic analysis was performed by FF, BD, and ADS. 4C bioinformatic analysis by HVDW, EDW, and WDL. FACS sorting was performed by MvdW. 4C, Library preparation, ChIP-qPCR, and Manual BS-Seq was done by LJTK. Illumina sequencing was performed by AM and GJH. The manuscript was written by LJTK and RFK with input from HC, AM, ADS, GJH, HVDW, EDW, and MvdW. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 A more detailed description of material and methods accompanying the manuscript. **Table S2**. List of primer sequences used in this study. **Table S3**. List of the 4C primer sequences used in this study. **Legends to Figures S1-S8** Click here for file

Additional file 2 **Figure S1: Expression of marker genes in the purified cell populations**. Expression of a set of marker genes, derived from Affimetrix micro-array experiments, in the three sorted cell populations. **Figure S2: Mapping statistics**. Statistics on the high-throughput sequencing described in this manuscript. **Figure S3: TSS methylation and gene expression in the SI**. Figure showing genome browser view of different genes. **Figure S4: No changes in HMR distribution or expression of transposons**. Figure showing the lack of HMR distribution at transposons. **Figure S5: Two examples of confirmation of DMRs called between the methylomes**. Manual BS-Seq conformation of two DMRs called in the methylomes. **Figure S6: Additional ChIP-qPCR and ChIP-Seq analysis**. Chip-qPCR and Chip-seq analysis of the DMRs called between SI stem cells and villus. **Figure S7: 4C domainograms of three intergenic DMRs**. Additional 4C experiments performed on DMRs called between SI stem cells and villus. **Figure S8: A role for TCF4 in DMR formation**. Additional data implication TCF4 in DMR formation in the SI. Click here for file

Additional file 3 **Table S1**. List of genes differentially expressed between the SI and hair bulge stem cell compartment. Click here for file

# Supplementary material for: DNA methylation dynamics during intestinal stem cell differentiation reveals enhancers driving gene expression in the villus
**Source:** Genome Biol. 2013 May 28;14(5):R50. doi: 10.1186/gb-2013-14-5-r50
**Supplement:** Additional file 1 — A more detailed description of material and methods accompanying the manuscript. Table S2. List of primer sequences used in this study. Table S3. List of the 4C primer sequences used in this study. Legends to Figures S1-S8

Additional data to:

**DNA methylation dynamics during intestinal stem cell differentiation reveals enhancers driving gene expression in the villus.**

Lucas J T Kaaij^1^, Marc van de Wetering^1^, Fang Fang^3^, Benjamin Decato^3^, Antoine Molaro^2^, Harmen J G van de Werken^1^, Johan H van Es^1^, Jurian Schuijers^1^, Elzo de Wit^1^, Wouter de Laat^1^, Gregory J Hannon^2^, Hans C Clevers^1^, Andrew D Smith^3^ and René F Ketting^1,4,^*

Keywords: DNA methylation, Adult stem cell differentiation.

**Methods**

**ChIP-qPCR**

Villus epithelium was isolated by incubation of small intestine that was cut into small pieces in PBS supplemented with 1mM EDTA/EGTA. The small intestine was transferred to fresh buffer every 10 minutes, leaving behind detached epithelium. This procedure was repeated up to 14 times. In general, the first fractions contain Villus and the last fractions contain Crypts. Purity was checked by conventional microscopy. ChIP was performed with antibodies against H3K4me1 (abcam), H3K4me3 (abcam), H3K9me3 (abcam), H3K27ac (abcam) and TCF4 (Santa Cruz) as described previously [[1](#_ENREF_1)], but with the following modifications. Villus was fixed in 1% formaldehyde for 30 min at RT. Washing was performed as described, but to prepare the chromatin the cell lysis step was skipped and nuclear lysis was performed directly. From these lysates chromatin was isolated by phenol/chloroform extraction and quantified by gel electrophoresis and NanoDrop (NanoDrop Technologies, Wilmington, DE, USA). Chromatin was sheared using a Covaris S2 apparatus. ChIPs with the different antibodies were performed in parallel with 4-6 ug of antibody on 5-10 ug chromatin. After incubation at 4C for 4-5 hours beads were washed 5 times in RIPA buffer.

Quantitative PCR was conducted on a Biorad ICycler system with SYBR Green. Normalized enrichment values were calculated with a standard formula. For primer sequences see Table S2.

**4C**

Template generation for 4C analysis on Villus nuclei was performed essentially as described [[2](#_ENREF_2)]. For this study we used DpnII and Csp6I as the primary and secondary cutter, respectively. To increase short distance resolution two four cutters were used in all experiments. Colom purified PCR products were submitted for sequencing on the Illumina HISeq 2000 genome analyser [[3](#_ENREF_3)]. See separate table for primer sequences used in this study (see below Table S3).

**Library preparations**

FACS analysis was performed as described previously [[4](#_ENREF_4)]. In short: to enrich for crypt epithelium small intestine from *Lgr5-EGFP-IRES-CreERT2* mice was incubated in PBS supplemented with 1mM EDTA/EGTA as described above. Crypts were subsequently incubated in Trypsin (10 mg/ml) and DNAse (0.8 µg/µl) for 30 minutes at 37ºC. Single cells were obtained by filtering through a 40µm mesh and GFP expressing cells were isolated using a MoFlo cell sorter (DAKO). DNA from 350K (GFP_High) or 150K (GFP_Low) cells was isolated as follows: cells were lysed in lysis buffer (10mM Tris (pH8), 100mM EDTA, 1% SDS, and 1ug/ml protK) followed by standard phenol/chloroform extraction and ethanol precipitation. Villus epithelium was isolated as described above and also subjected to the treatment describe above to isolate DNA. DNA was then sonicated to approximately 150-400 base pairs using the Covaris S2 sonicator. The sheared DNA was separated into three portions and adapter ligation was performed as described [[5](#_ENREF_5)]. Separate ligation products were bisulfite treated (see below) and amplified using 16 cycles. Thereafter PCR products were pooled again and submitted for sequencing on an Illumina GA2X genome analyzer.

**Generation of compound mice**.

The transgenic line p450^Cre^ was crossed with Tcf4^LoxP^ mice to obtain strain p450^Cre^_Tcf4^LoxP/LoxP^ mice. The Cre enzyme was induced by a single intra-peritoneal injection on day 0 of 200 μl b-napthoflavone (5 mg/200 μl; Sigma-Aldrich) dissolved in sunflower oil. The 6- to 12-week-old mice were sacrificed, and the intestines were isolated 3 days after cre induction. All procedures were performed in compliance with local animal welfare laws, guidelines, and policies.

**Manual BS-Seq**

DNA was isolated as described under library preparations. Between 100-500 ng of genomic DNA was subjected to bisulfite conversion using the EZ-DNA Methylation_Gold Kit (Zymo research). Primers were designed using MethPrimer [[6](#_ENREF_6)]. For a list of primers used in this study see Table S2. PCR Amplified fragments were sub cloned using the TA-TOPO kit (Invitrogen) and transformed. Individual clones were subsequently sequenced. In all cases described at least 10 individual clones were essayed.

In the case where the role of TCF4 in DMR formation was essayed. The manual BS-Seq was performed on two SIs and the methylation data was afterwards combined.

**Expression arrays of Lgr5+ cells obtained from the SI and the hair-buldge**

# Microarray analysis was essentially done as described [[7](#_ENREF_7)] in short: RNA from Lgr5_High SI (four), Lgr5_low (three), Villus (three) and Lgr5_Low Hair buldge (three) was isolated after FACS as described above (number between brackets indicate amount of biological replicates performed). Approximately 300,000-500,000 cells were sorted for each microarray experiment. RNA concentration and quality was determined using a NanoDrop (NanoDrop Technologies, Wilmington, DE, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), respectively. Fragmentation of cRNA, hybridization to genome-wide mRNA expression platform harboring 20,819 unique genes (Affymetrix HT MG-430 PM Array Plate) and scanning was carried out according to the manufacturer's protocol (Affymetrix Inc., Santa Barbara, CA, USA) at the MicroArray Department of the AMC. With the RMA-sketch algorithm from Affymetrix Power Tools intensity values and confidence intervals were assigned to probe-sets. The data was visualized and analyzed using the R2 web application, which is available at ([http://r2.amc.nl](https://mail.hubrecht.eu/owa/redir.aspx?C=4af28b89a34c44e69fe2b88c52fea022&URL=http%3a%2f%2fr2.amc.nl%2f)).

**Computational analysis**

DMR and HMR calling was done as described previously [[5](#_ENREF_5), [8](#_ENREF_8)]. Additionally, DMRs were filtered asking for at least 10 CpGs and 40% methylation difference.

**4c analysis**

The mapping and data analysis was carried out similar to Splinter et al[[9](#_ENREF_9)].

However, a high-resolution 4C experiment generates substantial number of fragment ends that are formed between two restriction sites of the first restriction enzyme only, so-called “blind” fragments. The blind fragments have a different frequency distribution compared to regular fragments [[3](#_ENREF_3)]. We therefore performed quantile normalization using the Limma package in R to make the distribution of both sets of fragment ends identical. To identify regions with significant enrichment of 4C signal we generate local 4C domainograms on these normalized datasets. In these graphs genomic windows of a given are compared to their directly flanking genomic windows using a Wilcoxon rank-sum test. Formally, the window *W_i..i+w-1_* is compared to the windows *W_i-w..i-1_* and *W_i+w..i+2w-1_*, where *W* is a genomic window, *i* is the index of a fragment end in the genome and *w* is the size of the window. A sliding window approach is employed to calculate the enrichment along the site of the 4C analysis. By calculating the statistical test over a range of window sizes and plotting the resulting -log_10_ transformed matrix of p-values along the chromosome a multiscale representation of the 4C data is obtained.

Furthermore to confirm the self-regulatory mechanism of DMRs directly associated with genes that are upregulated upon differentiation only looping from the viewpoint to the TSS of the same gene was essayed. For short range interaction manual inspection of peaks was performed. In the case where orphan DMRs were linked to genes all interaction 750 kb up and downstream of the viewpoint were essayed. Looping interacting within 5 kb from a TSS were filtered out and linked to expression data.

**Animal experiments**

All experiments with animals were conducted according to the local regulations and with permission of the local animal welfare officers.

**References**

1. Wardle FC, Odom DT, Bell GW, Yuan B, Danford TW, Wiellette EL, Herbolsheimer E, Sive HL, Young RA, Smith JC: **Zebrafish promoter microarrays identify actively transcribed embryonic genes.** *Genome biology* 2006, **7:**R71.

2. Simonis M, Kooren J, de Laat W: **An evaluation of 3C-based methods to capture DNA interactions.** *Nature methods* 2007, **4:**895-901.

3. van de Werken HJ, Landan G, Holwerda SJ, Hoichman M, Klous P, Chachik R, Splinter E, Valdes-Quezada C, Oz Y, Bouwman BA, et al: **Robust 4C-seq data analysis to screen for regulatory DNA interactions.** *Nature methods* 2012, **9:**969-972.

4. Sato T, Vries RG, Snippert HJ, van de Wetering M, Barker N, Stange DE, van Es JH, Abo A, Kujala P, Peters PJ, Clevers H: **Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche.** *Nature* 2009, **459:**262-265.

5. Hodges E, Molaro A, Dos Santos CO, Thekkat P, Song Q, Uren PJ, Park J, Butler J, Rafii S, McCombie WR, et al: **Directional DNA methylation changes and complex intermediate states accompany lineage specificity in the adult hematopoietic compartment.** *Molecular cell* 2011, **44:**17-28.

6. Li LC, Dahiya R: **MethPrimer: designing primers for methylation PCRs.** *Bioinformatics* 2002, **18:**1427-1431.

7. Revet I, Huizenga G, Chan A, Koster J, Volckmann R, van Sluis P, Ora I, Versteeg R, Geerts D: **The MSX1 homeobox transcription factor is a downstream target of PHOX2B and activates the Delta-Notch pathway in neuroblastoma.** *Experimental cell research* 2008, **314:**707-719.

8. Molaro A, Hodges E, Fang F, Song Q, McCombie WR, Hannon GJ, Smith AD: **Sperm methylation profiles reveal features of epigenetic inheritance and evolution in primates.** *Cell* 2011, **146:**1029-1041.

9. Splinter E, de Wit E, Nora EP, Klous P, van de Werken HJ, Zhu Y, Kaaij LJ, van Ijcken W, Gribnau J, Heard E, de Laat W: **The inactive X chromosome adopts a unique three-dimensional conformation that is dependent on Xist RNA.** *Genes & development* 2011, **25:**1371-1383.

**Additional tables**

**Table S1 List with genes being differentially expressed between SI LGR5_High and LGR5_Low Hair bulge.**

See separate excel sheet.

**Table S2 List with primer sequences used**

**Table S3 List of 4C primers used in this study.**

| >1_DpnII_187138555_187139504_DpnII_271 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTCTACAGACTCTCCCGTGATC |
| --- | --- |
| >1_DpnII_187138555_187139504_BfaI_of_DpnII_271 | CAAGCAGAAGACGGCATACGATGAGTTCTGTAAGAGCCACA |
| >2_DpnII_167200835_167201272_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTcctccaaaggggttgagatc |
| >2_DpnII_167200835_167201272_Csp6I_of_DpnII_0 | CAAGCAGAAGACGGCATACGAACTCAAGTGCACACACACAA |
| >5_DpnII_33426765_33427733_DpnII_-1 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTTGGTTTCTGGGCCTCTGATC |
| >5_DpnII_33426765_33427733_Csp6I_of_DpnII_-1 | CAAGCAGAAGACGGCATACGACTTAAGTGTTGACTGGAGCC |
| >5_DpnII_101070094_101070536_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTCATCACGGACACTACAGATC |
| >5_DpnII_101070094_101070536_BfaI_of_DpnII_0 | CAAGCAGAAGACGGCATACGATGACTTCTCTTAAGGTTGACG |
| >5_DpnII_119523945_119524925_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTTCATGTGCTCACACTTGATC |
| >5_DpnII_119523945_119524925_Csp6I_of_DpnII_0 | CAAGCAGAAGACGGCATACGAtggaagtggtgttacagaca |
| >6_DpnII_38852465_38853026_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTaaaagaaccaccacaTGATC |
| >6_DpnII_38852465_38853026_BfaI_of_DpnII_0 | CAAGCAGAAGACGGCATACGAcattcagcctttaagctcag |
| >6_DpnII_86604244_86605093_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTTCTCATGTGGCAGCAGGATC |
| >6_DpnII_86604244_86605093_Csp6I_of_DpnII_0 | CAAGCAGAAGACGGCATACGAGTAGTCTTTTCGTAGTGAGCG |
| >6_DpnII_147012895_147013570_DpnII_335 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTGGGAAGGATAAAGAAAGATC |
| >6_DpnII_147012895_147013570_Csp6I_of_DpnII_335 | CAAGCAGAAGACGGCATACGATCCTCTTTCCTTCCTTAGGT |
| >7_DpnII_63166482_63167848_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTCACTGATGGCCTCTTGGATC |
| >7_DpnII_63166482_63167848_BfaI_of_DpnII_0 | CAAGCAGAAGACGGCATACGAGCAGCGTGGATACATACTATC |
| >8_DpnII_18792138_18792868_DpnII_776 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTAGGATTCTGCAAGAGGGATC |
| >8_DpnII_18792138_18792868_Csp6I_of_DpnII_776 | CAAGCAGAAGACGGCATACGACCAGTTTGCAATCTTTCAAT |
| >8_DpnII_89289667_89291143_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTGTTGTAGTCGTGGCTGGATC |
| >8_DpnII_89289667_89291143_Csp6I_of_DpnII_0 | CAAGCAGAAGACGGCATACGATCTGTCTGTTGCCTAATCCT |
| >8_DpnII_129372325_129373075_DpnII_384 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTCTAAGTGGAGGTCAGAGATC |
| >8_DpnII_129372325_129373075_Csp6I_of_DpnII_384 | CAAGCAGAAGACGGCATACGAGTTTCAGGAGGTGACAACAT |
| >9_DpnII_114625844_114626143_DpnII_154 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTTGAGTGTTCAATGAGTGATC |
| >9_DpnII_114625844_114626143_Csp6I_of_DpnII_154 | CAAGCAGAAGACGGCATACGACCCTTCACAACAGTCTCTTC |
| >10_DpnII_127029769_127030549_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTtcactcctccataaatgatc |
| >10_DpnII_127029769_127030549_BfaI_of_DpnII_0 | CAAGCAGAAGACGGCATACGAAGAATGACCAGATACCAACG |
| >15_DpnII_72956875_72957262_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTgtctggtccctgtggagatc |
| >15DpnII__72956875_72957262_BfaI_of_DpnII_0 | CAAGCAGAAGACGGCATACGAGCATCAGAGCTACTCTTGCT |
| >17_DpnII_39148130_39148450_DpnII_3422 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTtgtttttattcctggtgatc |
| >17_DpnII_39148130_39148450_BfaI_of_DpnII_3422 | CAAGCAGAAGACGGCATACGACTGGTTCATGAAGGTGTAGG |
| >18_DpnII_39199849_39200660_DpnII_877 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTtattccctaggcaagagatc |
| >18_DpnII_39199849_39200660_Csp6I_of_DpnII_877 | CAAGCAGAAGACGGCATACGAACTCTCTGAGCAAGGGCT |
| >18_DpnII_74659111_74659796_DpnII_105 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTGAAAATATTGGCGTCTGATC |
| >18_DpnII_74659111_74659796_BfaI_of_DpnII_105 | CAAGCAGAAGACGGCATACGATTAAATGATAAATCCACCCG |
| >18_DpnII_75602457_75603145_DpnII_-1 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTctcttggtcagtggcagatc |
| >18_DpnII_75602457_75603145_BfaI_of_DpnII_-1 | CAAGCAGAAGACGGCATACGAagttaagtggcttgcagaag |
| >19_DpnII_32614271_32615619_DpnII_746 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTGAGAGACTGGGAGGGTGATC |
| >19_DpnII_32614271_32615619_Csp6I_of_DpnII_746 | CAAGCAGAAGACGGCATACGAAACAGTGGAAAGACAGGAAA |
| >19_DpnII_36439117_36440062_DpnII_893 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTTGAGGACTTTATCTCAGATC |
| >19_DpnII_36439117_36440062_BfaI_of_DpnII_893 | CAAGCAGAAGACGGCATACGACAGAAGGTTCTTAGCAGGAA |
| >19_5DpnII_5938072_55938514_DpnII_0 | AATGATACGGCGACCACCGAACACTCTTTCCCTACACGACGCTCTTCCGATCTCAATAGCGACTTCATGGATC |
| >19_DpnII_55938072_55938514_BfaI_of_DpnII_0 | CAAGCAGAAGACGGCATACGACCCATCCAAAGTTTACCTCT |

**Additional figure legends**

**Figure S1. Expression of marker genes in the purified cell populations.** Probe intensities from affimetrix micro-arrays of transcripts associated with different cell types or regions of the SI as indicated below the plot (TA=transit amplifying compartment).

**Figure S2. Mapping statistics.** (a) Read depth distribution of all CpGs. (b) General mapping statistics: including reads generated (paired-end) and mapped, average coverage, fraction of CpG covered, conversion efficiency and mean methylation. All mapped reads are required to map to a unique location. The column ‘uniquely mapped reads’ shows the number of reads after removing duplicate reads (with the same start and end positions).

**Figure S3. TSS methylation and gene expression in the SI.** (a,b,d) Genome browser views of Mash2, Olfm4 and 4930481A15Rik, respectively. (c) Expression levels of 4930481A15Rik within the SI as determined by microarray analysis. Y-axis reflects probe intensities.

**Figure S4. No changes in HMR distribution at transposons families or the expression of transposons.** (a) RT-qPCR analysis of transposon transcripts in the different cell types (Expression GFP_High was set to one). Technical triplicates are shown of one biological experiment. (b) Correlation of the amount of HMR in SINEs subdivided by transposon family between methylomes. (c) Correlation of the amount of HMR in LTRs subdivided by transposon family between methylomes. (d) Correlation of the amount of HMR in LINEs subdivided by transposon family between methylomes.

**Figure S5. Two examples of confirmation of DMRs called between the methylomes.** (a,b) Top: Genome browser view of Cyfip1 and Pdx-1 respectively, with black boxes indicating the CpGs tested. Left: Graph showing the methylation status of individual CpGs. Right: Bar diagram showing the relative expression in the different cell types (GFP_High was set to one). (c,d) Genome browser views of Epha2 and Ank3 respectively, with black boxes indicating the CpGs tested. These views correspond to Figures 3c and d. (e) Expression levels of the three DNMT genes throughout SI differentiation as determined by microarray analysis. Y-axis reflects probe intensities.

**Figure S6. Additional ChIP-qPCR and ChIP-Seq analysis.** (a) Chip-qPCR results for H3K9me3 performed on chromatin of villus epithelium for eight individual DMRs. DMRs are labelled after their closest gene (as indicated), or after their chromosomal location. * P<0.05 (student t-test). (b-d) Distribution of ChIP-Seq reads of H3K4me1, H3K27ac and H3K4me3 ChIPs over all DMRs.

**Figure S7. 4C domainograms of three intergenic DMRs**

(a-c) Domainograms of three interaction profiles of DMRs in which the DMR loops to the TSS of a gene. Significant interactions are indicated in the domainogram using different colours, which correspond to different P-values as indicated on the right site lower panel. Above the domainogram the normalized reads are plotted. The top of the figure indicates genes. The vertical arrows indicate the 4C interaction with a TSS. The significantly differentially expressed genes P<0.01 (student t-test) are colour coded as indicated on the right site upper panel. Below the figure the chromosomal location is shown. N4bp1 is not colour coded as its significance is P<0.05 (student t-test). (d-j) Genome browser view of short range interaction from intergenic (e) and intragenic DMRs (f-k). Where horizontal arrows indicate TSS and vertical arrows the DMR/viewpoint.

**Figure S8. A role for TCF4 in DMR formation.**

(a) Recombination efficiency of the p450-CRE three days post induction. (b-e) Different immune stainings to probe normal SI development. (B) Depicts Ki67 staining to show the presence of proliferating cells. (c-e) Stainings with Lys2, Decam and Synaptohpysin which stains the following three differentiated cell types paneth cell, neuroendocrine cell and Tuft cells (f-h) Left panel indicates tested CpGs of different DMRs after TCF4 ablation in the SI and the values found in the methylomes. Above the panels the genomic coordinates of the tested DMR is indicated and if applicable the gene it is located in or contacts by looping. Right panel shows ChIP-qPCR enrichments of TCF4 at the DMR tested in the panel to the left. (i) Expression levels of Tcf4 within the SI as determined by microarray analysis. Y-axis reflects relative probe intensities. Probe intensity was set to 1 in the Lgr5_High populations.

# Supplementary material for: DNA methylation dynamics during intestinal stem cell differentiation reveals enhancers driving gene expression in the villus
**Source:** Genome Biol. 2013 May 28;14(5):R50. doi: 10.1186/gb-2013-14-5-r50

Kaaij et al. Additional Figure 1.

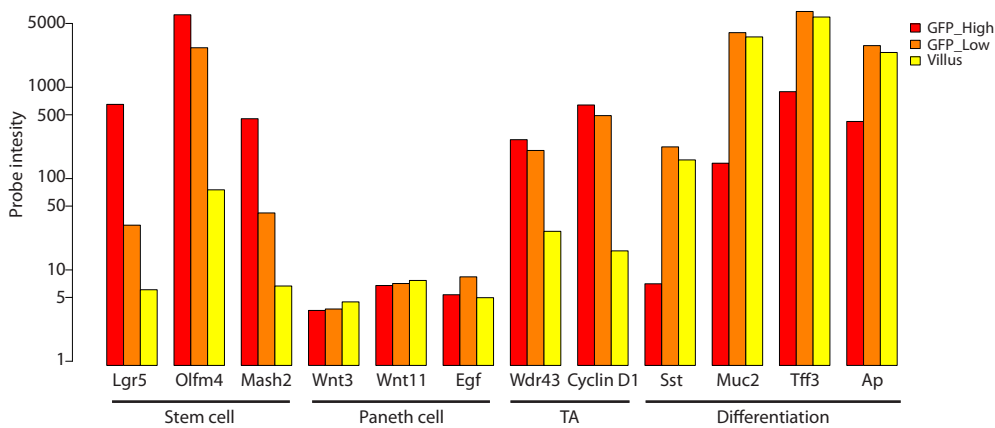

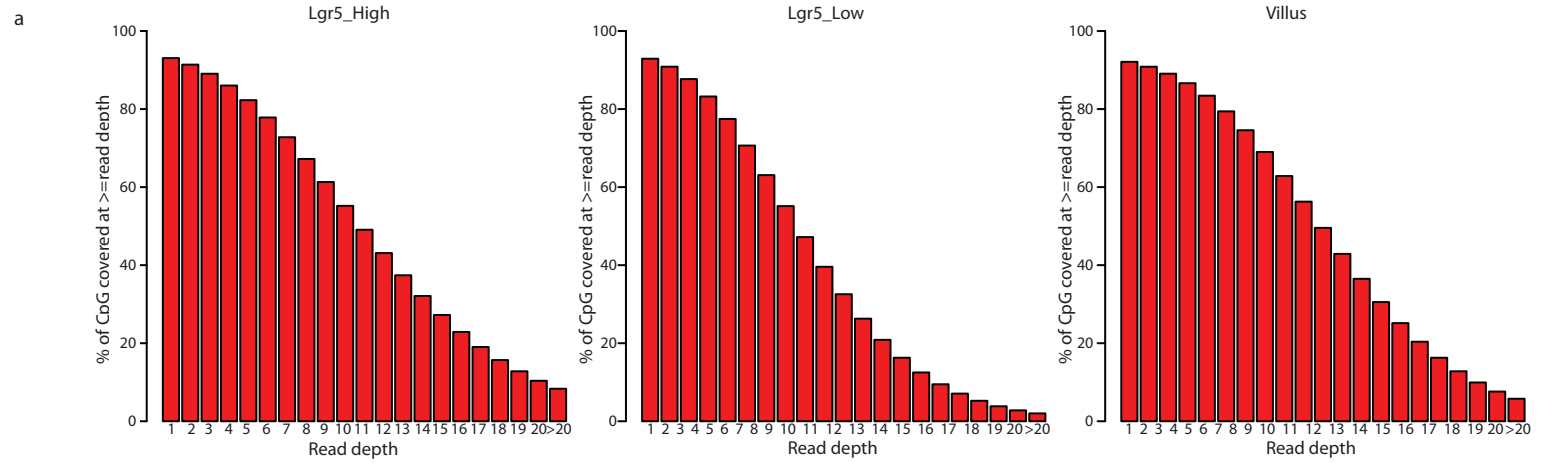

b

| Cell type | Sequenced reads | Mapped Reads | Uniquely mapped Reads | Average coverage | CpGs covered | Conversion rate |
|-----------|-----------------|--------------|-----------------------|------------------|--------------|-----------------|
| GFP_High  | 1066345482      | 683786193    | 347258893             | 10.8             | 0.93         | >0.99           |
| GFP_Low   | 859216428       | 484006844    | 289100046             | 8.6              | 0.93         | >0.99           |
| Villus    | 848300040       | 657118702    | 347239683             | 10.6             | 0.92         | >0.99           |

Kaaij et al. Additional Figure 3.

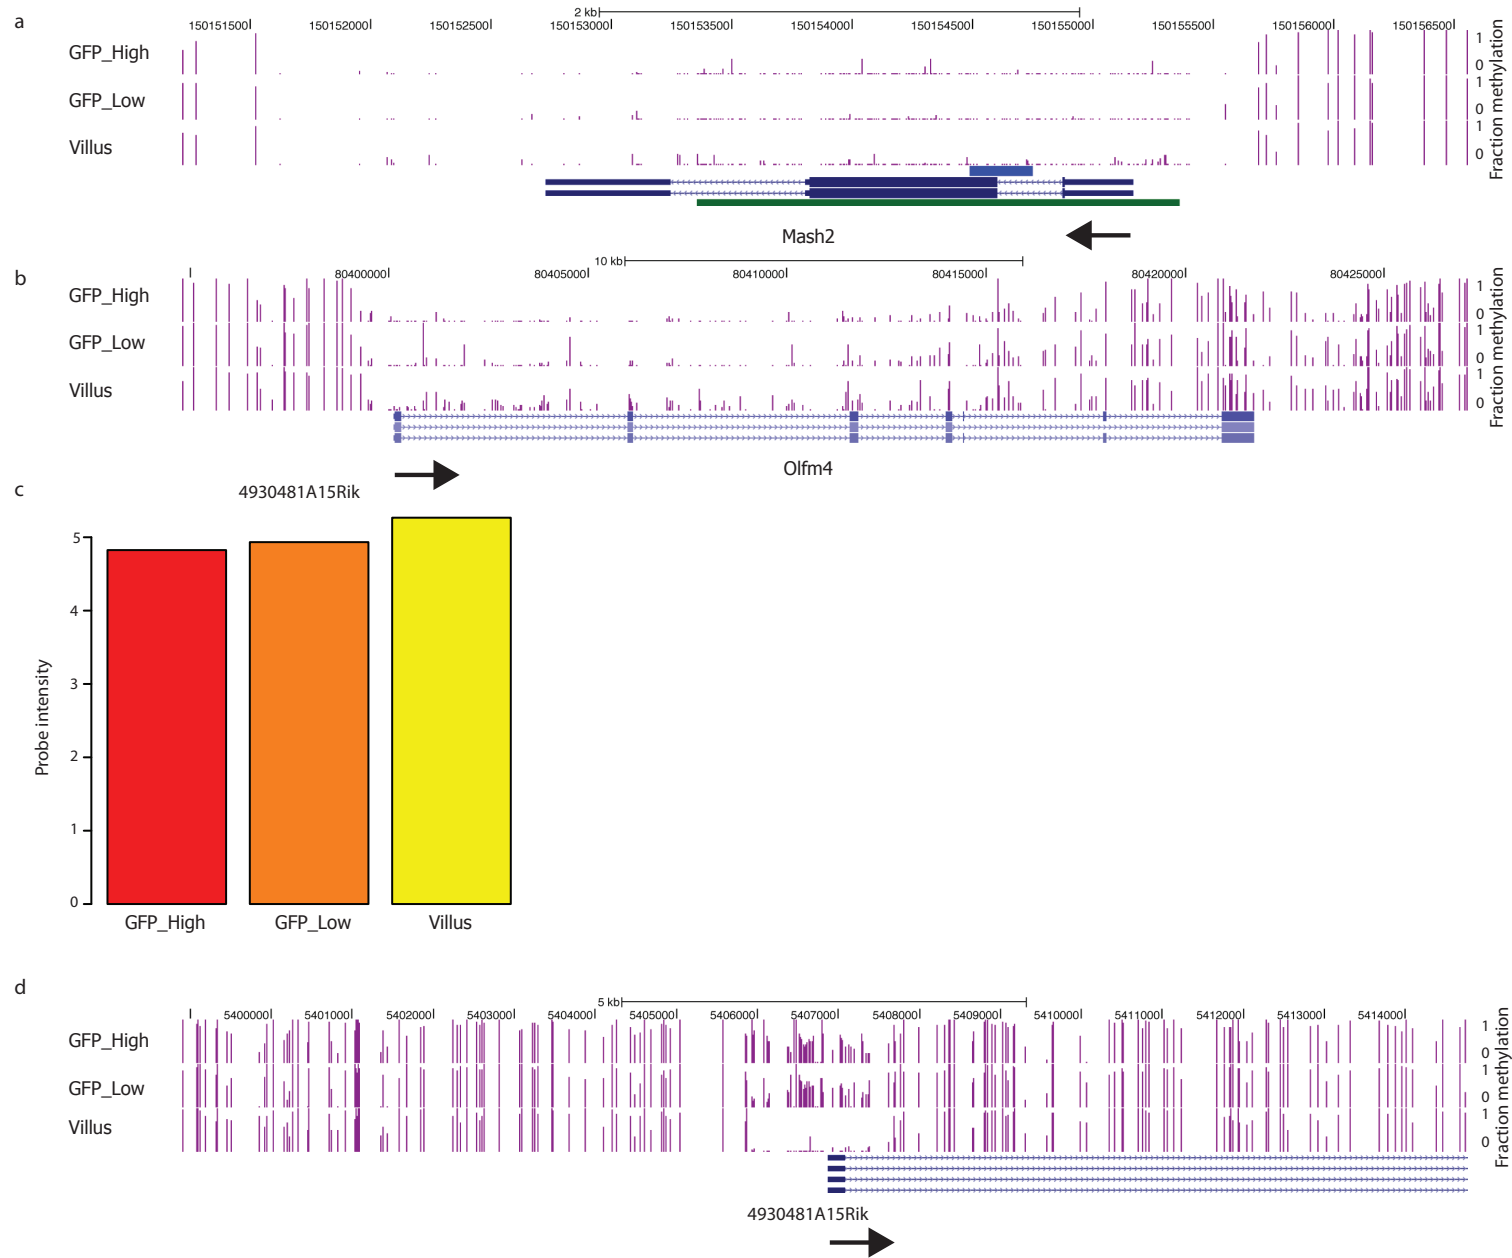

a

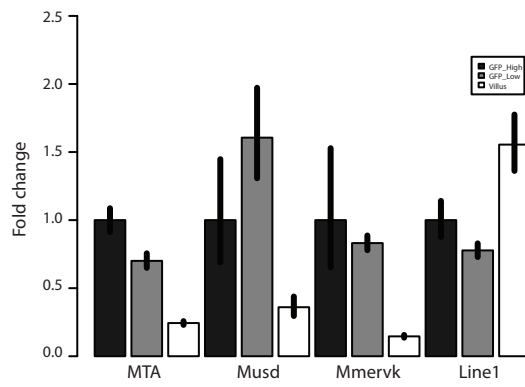

b

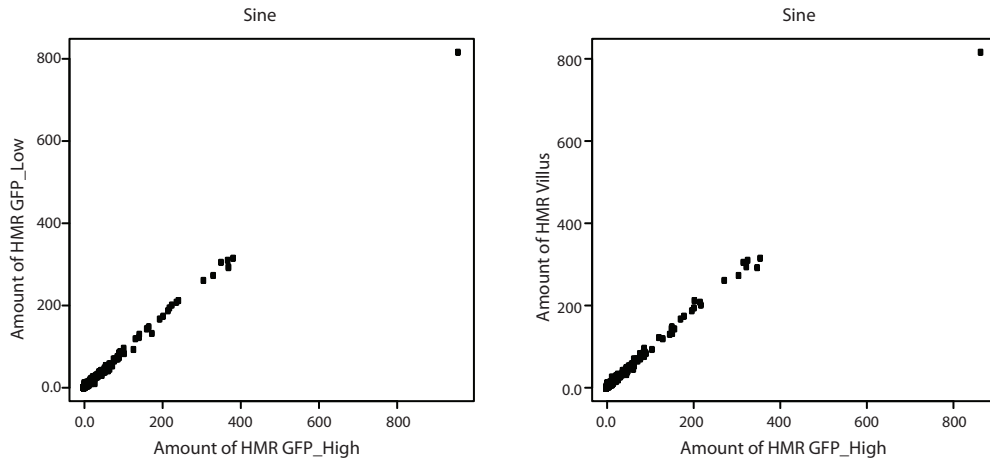

c

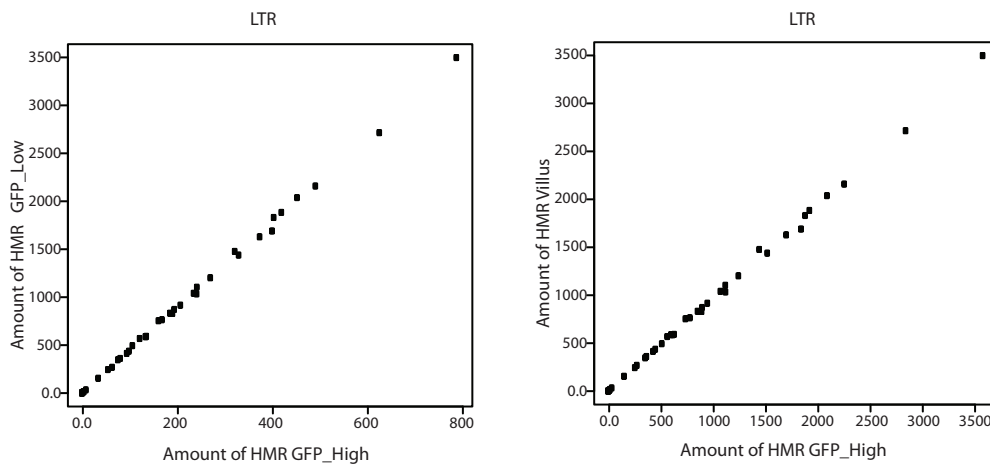

d

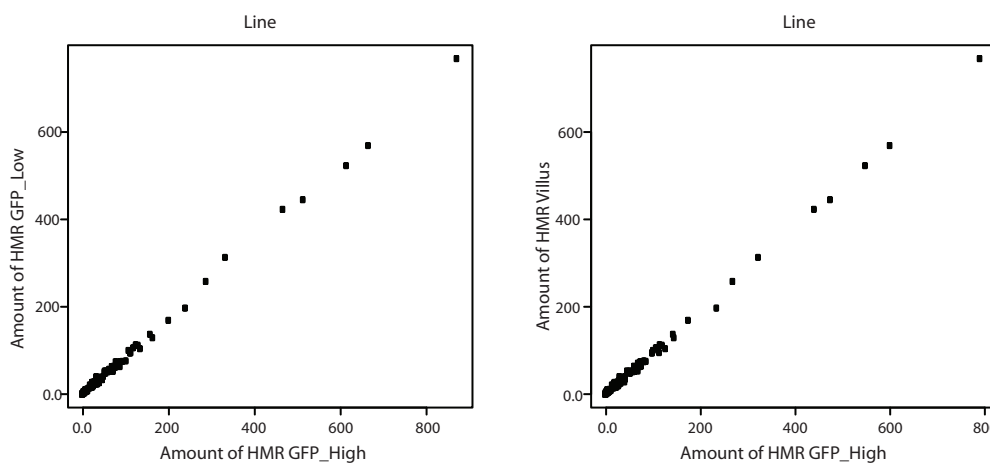

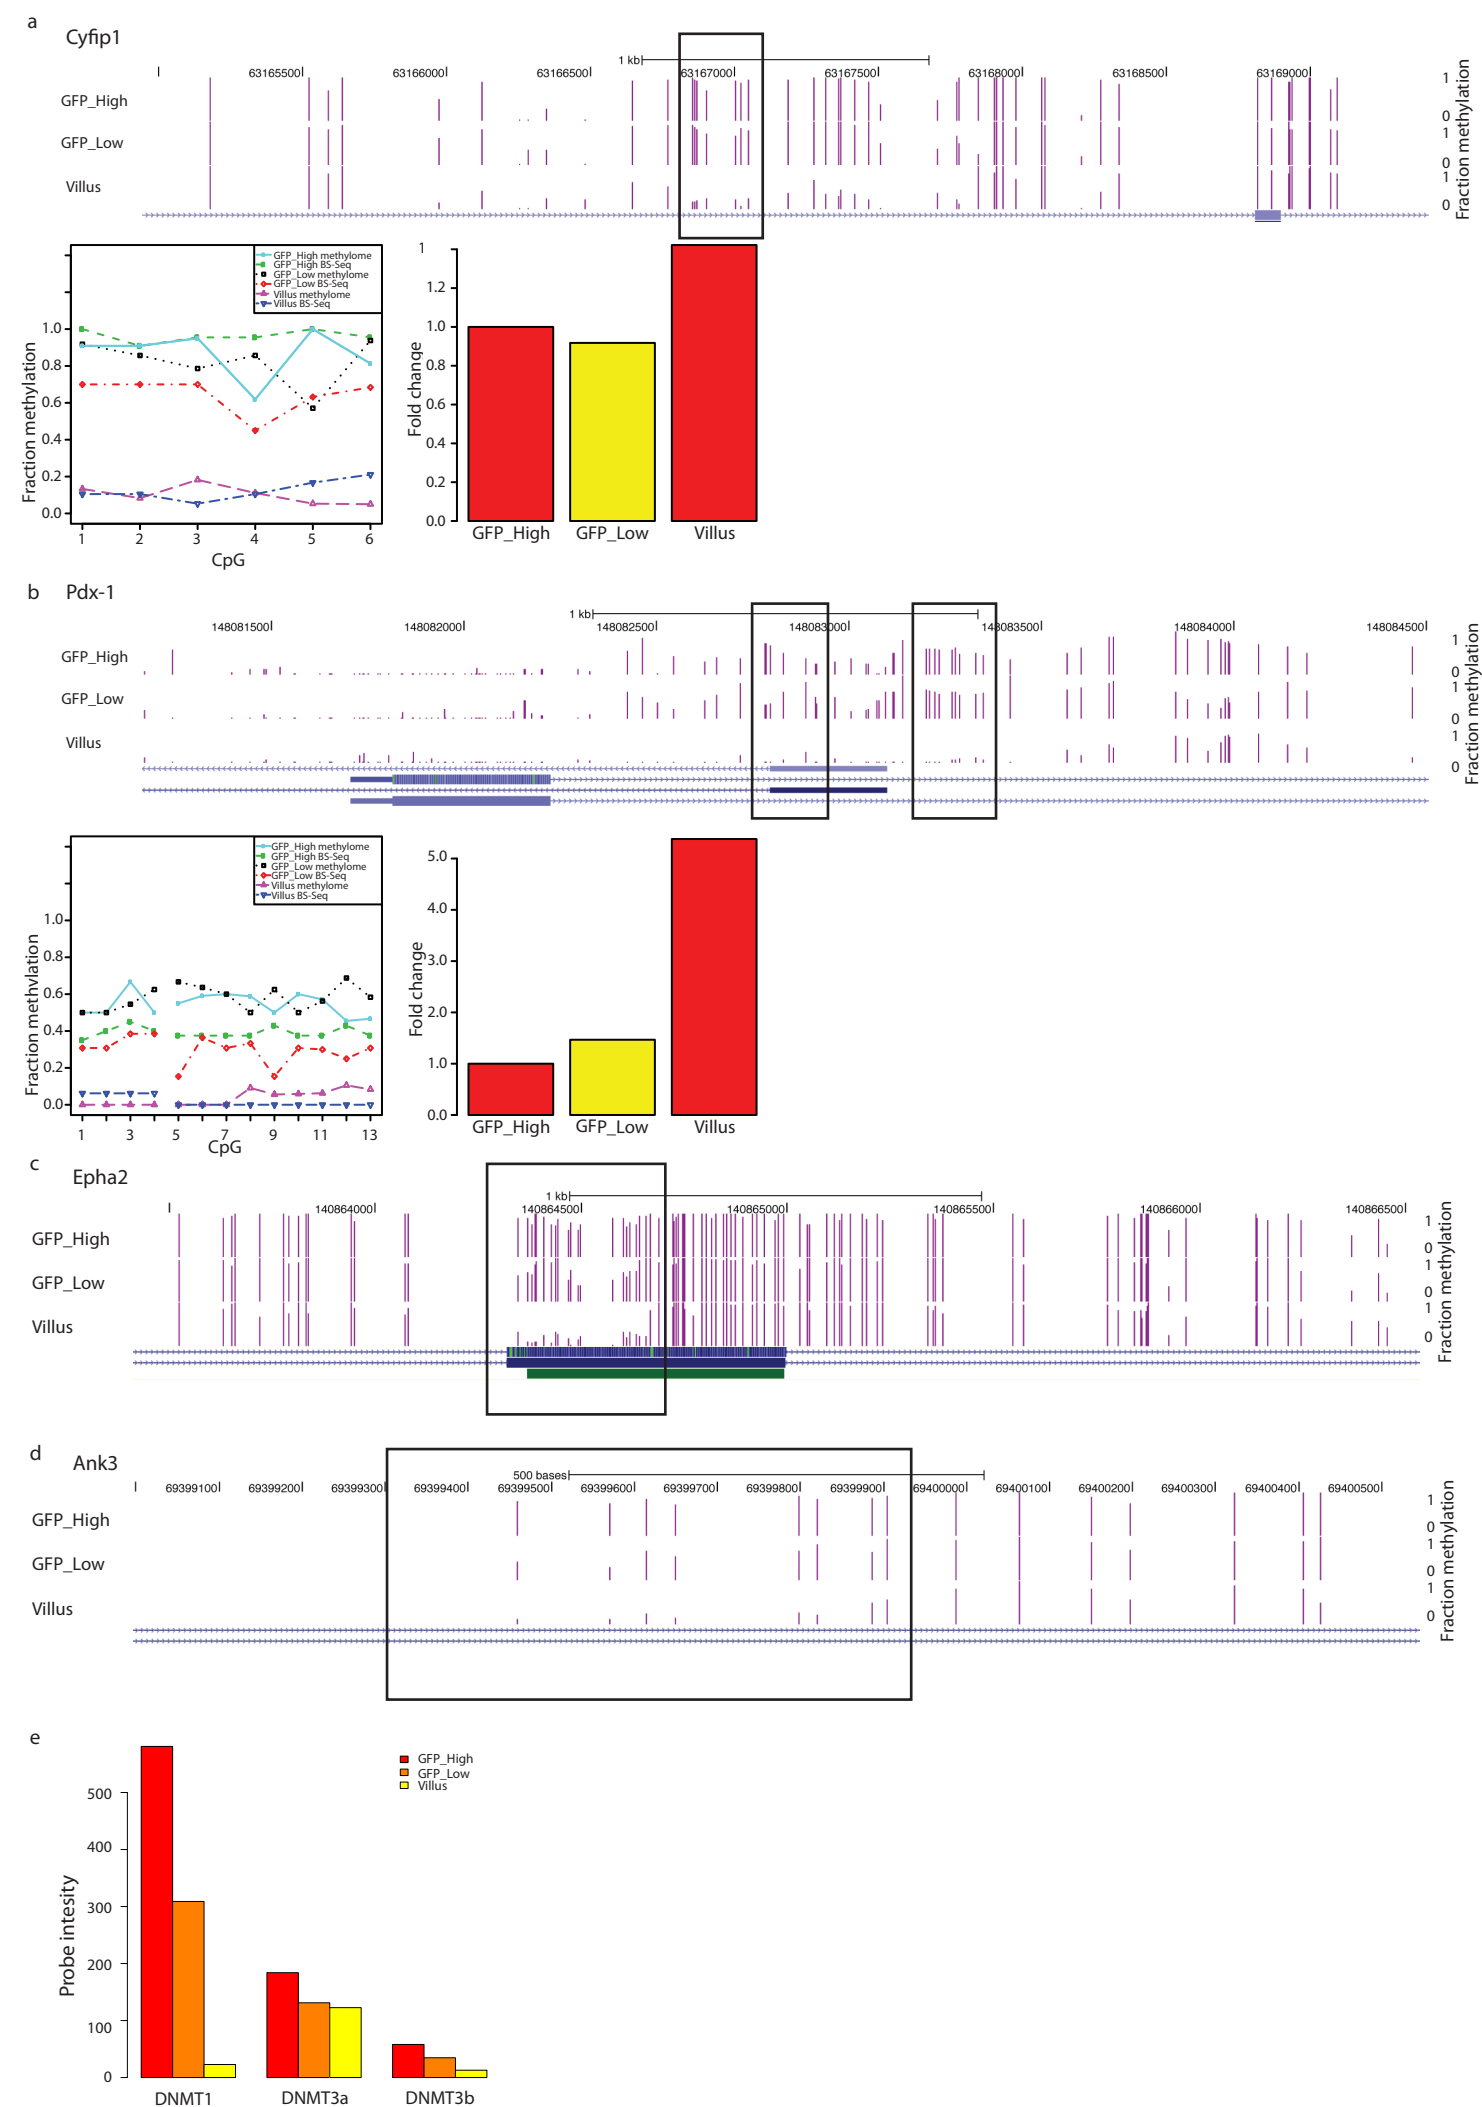

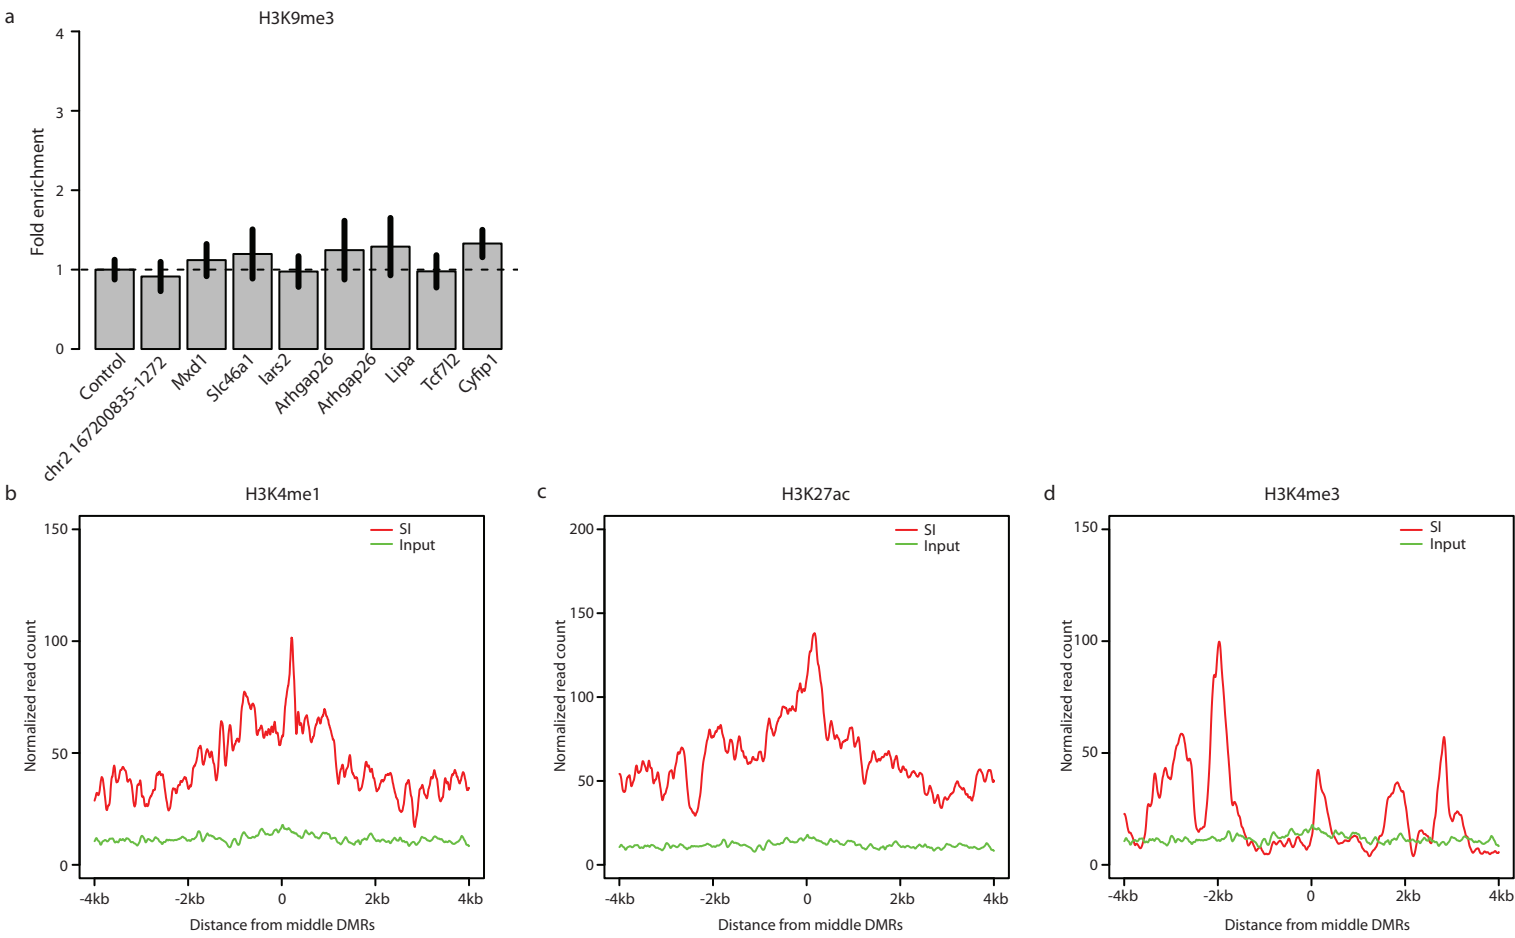

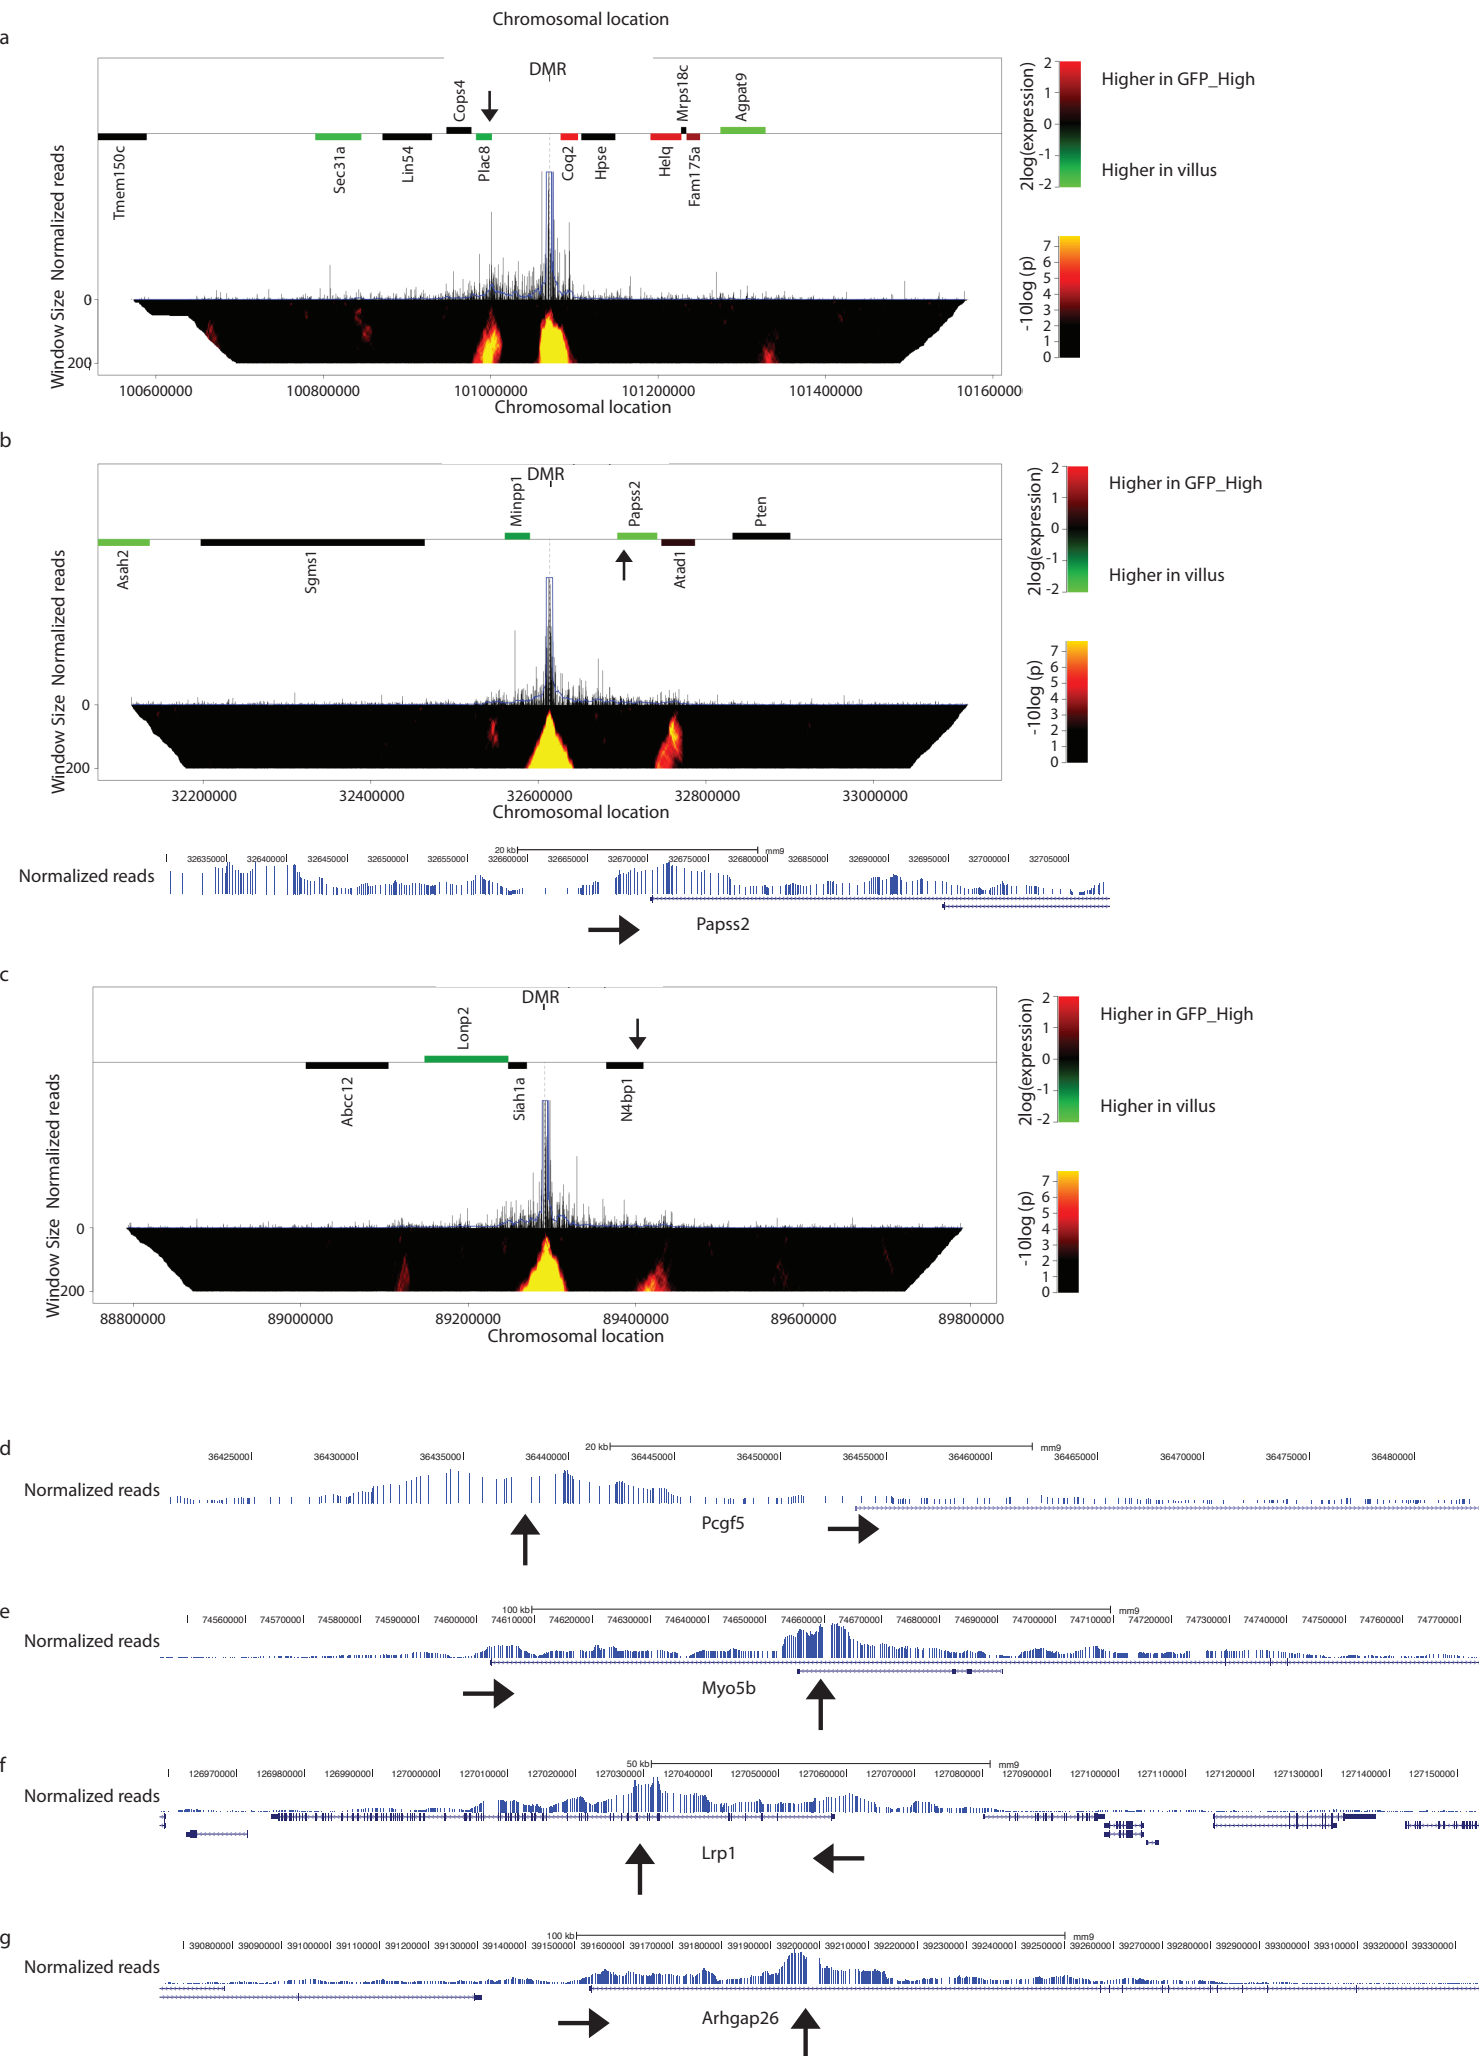

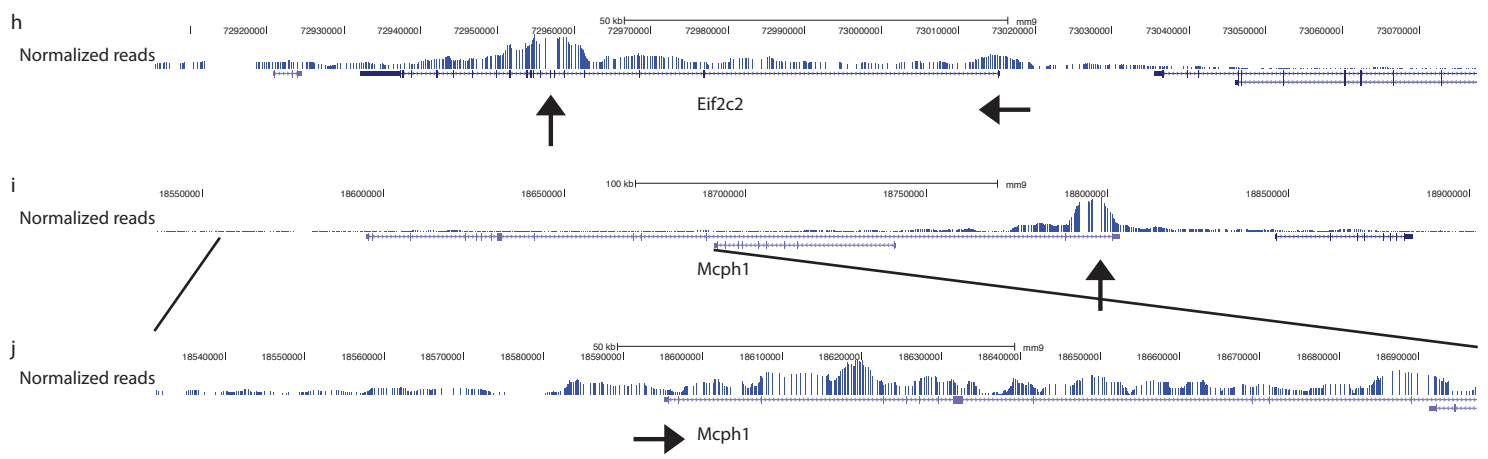

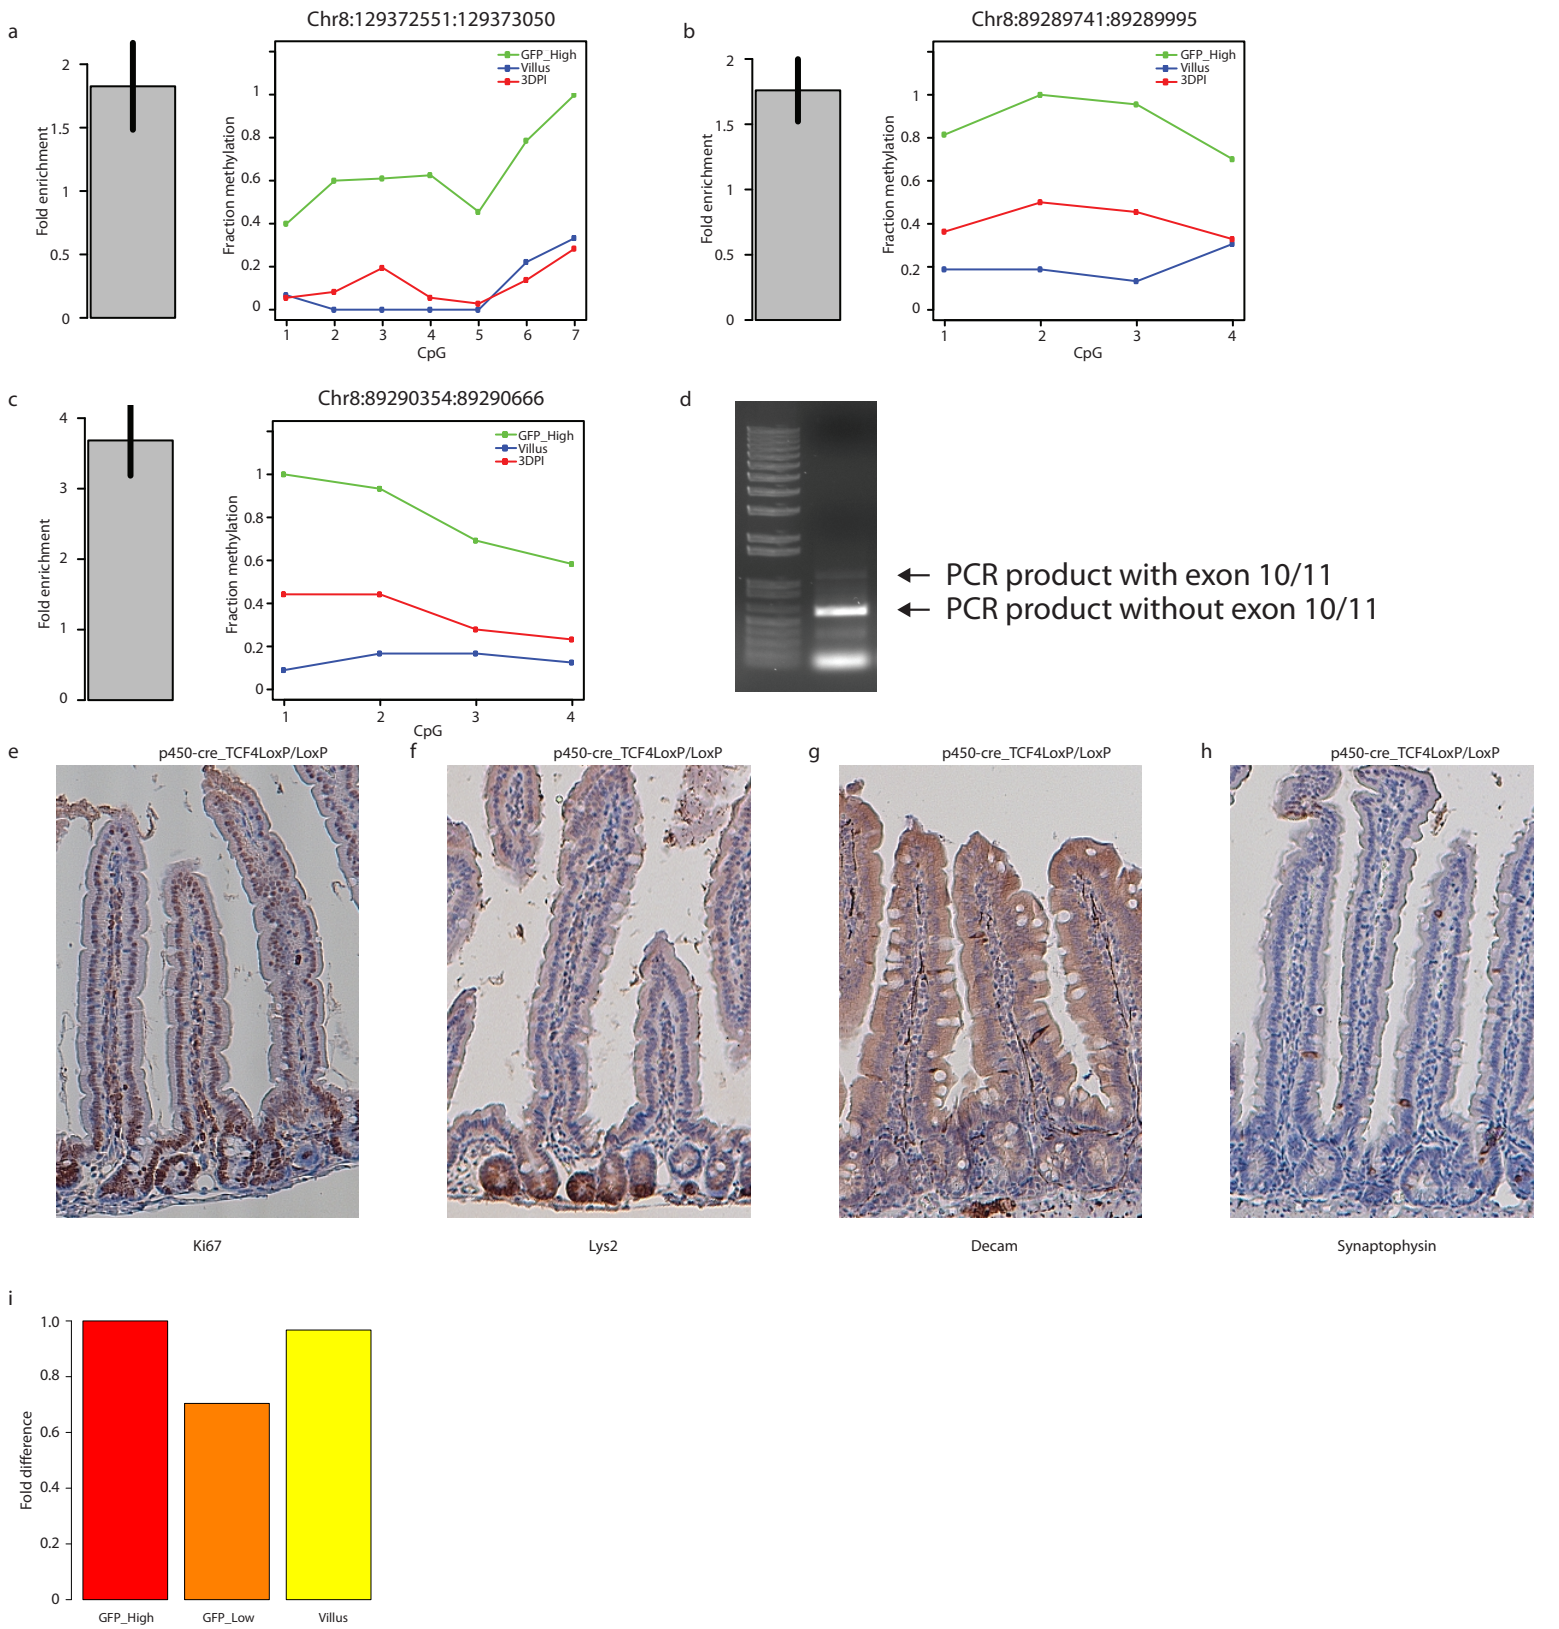

**Supplement:** Additional file 2 — Figure S1: Expression of marker genes in the purified cell populations. Expression of a set of marker genes, derived from Affimetrix micro-array experiments, in the three sorted cell populations. Figure S2: Mapping statistics. Statistics on the high-throughput sequencing described in this manuscript. Figure S3: TSS methylation and gene expression in the SI. Figure showing genome browser view of different genes. Figure S4: No changes in HMR distribution or expression of transposons. Figure showing the lack of HMR distribution at transposons. Figure S5: Two examples of confirmation of DMRs called between the methylomes. Manual BS-Seq conformation of two DMRs called in the methylomes. Figure S6: Additional ChIP-qPCR and ChIP-Seq analysis. Chip-qPCR and Chip-seq analysis of the DMRs called between SI stem cells and villus. Figure S7: 4C domainograms of three intergenic DMRs. Additional 4C experiments performed on DMRs called between SI stem cells and villus. Figure S8: A role for TCF4 in DMR formation. Additional data implication TCF4 in DMR formation in the SI.

How the deposited data were processed for this re-analysis (not part of the article)

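The conclusions on gene expression were examined with the processed values of 13 Affymetrix HT MG-430 PM arrays: 4 of GFP_High cells, 3 of GFP_Low cells, 3 of Villus and 3 of hair bulge stem cells, each made from 3 mice by the labels. According to the methods, crypts and villi were freed with EDTA and EGTA, crypts were taken apart with trypsin and DNAse, GFP cells were sorted, and RNA of all 4 groups was isolated after FACS. The paper's results, however, describe FACS for the GFP populations and name the complete villus epithelium as the source of differentiated cells. Whether Villus cells passed a gate, and which one, is not given in the sources used here. Samples were assigned to groups by their titles, since 1 label field names the opposite GFP level for 3 of the GFP_High and GFP_Low samples, and a high level for the 3 hair bulge samples, whose titles and methods give a low one.

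The deposited values are intensities that the authors computed with the RMA-sketch procedure of Affymetrix Power Tools, which corrects for background, normalizes across arrays and gives 1 value per probe set. The version of that software is not given in the sources used here. The intensities are on a linear scale and were taken to log2, with no further normalization. Probe sets were named with the annotation of the platform, and the gene identifiers were looked up in a RefSeq table of the mouse genome (GRCm38.p6). Of 45141 probe sets, 28898 name a single gene, 551 name several genes and 15692 were not in the table of names and were left out of the analysis per gene. Controls, 104 in number, are included in the 45141. The identifiers of 28689 of the single-gene probe sets were found in the RefSeq table and those of 209 were not; no symbol changed. For each of 17097 genes the probe set with the highest mean was used; 7180 genes have more than 1 probe set. Muc2 is outside this table, because the table of names lacks its probe set.

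Differences between groups were estimated with limma (version 3.58.1, in R 4.3.3) on the log2 values of all 13 arrays, and p values were adjusted by the Benjamini-Hochberg procedure over all genes. A gene counts as changed at an adjusted p under 0.05. Values are given as mean ± SD of the intensities of a group, and differences of single genes as log2 with the standard error of the fit. For the mean of a set of genes, the standard error is that across its genes, which are not independent replicates. The level of probe sets without signal was taken from 86 probe sets of olfactory, vomeronasal and bitter taste receptors, as their 95th percentile, an intensity of 7.9. For the 3 sorts that gave both a GFP_High and a GFP_Low array, by a code in the labels, the residuals of the 2 arrays of a sort correlated at 0.291, 0.451 and 0.320, so the comparison was also fitted with the sort as a block.

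In all, 27 gene lists with 573 entries, with some genes in more than 1 list, were set before the data were examined: lists of intestinal cell types and functions, of the hair follicle, of other cell types that the samples could hold, of stress genes, and of genes that the paper names. They were tested with camera of limma, with the preset correlation between genes of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. The sets of genes with a differentially methylated region (DMR) that the paper names were also set against 1e+05 random sets of genes with a similar mean intensity (deciles). The genes named in the text follow a rule set beforehand: for each comparison, the 10 genes with the largest difference in each direction among changed genes whose groups do not overlap; every gene that the paper names for expression; and for each list up to 4 members with the largest difference and up to 2 that go against the others. The values of Table S1 and of the bar charts had been seen by then.

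The analysis was tested on simulated data with the spread of these arrays and 200 genes changed per run. Of genes changed by a log2 of 1, between 82.2% and 85.2% were recovered across the comparisons, and of those changed by 2, between 98.8% and 99.4%. False calls made up 4.22% to 6.12% of the calls, and lists without a change passed 0.05 in 3% of tests for both list tests. The simulated lists held 20 genes each, with noise that was independent between genes. In the real lists the estimated correlation ranged from -0.044 for Paneth cell genes to 0.902 for mitosis genes. The 3% therefore does not show how often lists of correlated genes without a change would pass camera at the preset correlation. The same holds for the test against random sets. Bisulfite sequencing, MBD sequencing, 4C and ChIP sequencing data were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.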

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

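The tests of explanations in this part were all chosen after the results were seen. Standard errors of the means of gene sets are across the genes of a set. They do not measure the spread between arrays, so each weighing below that uses them is rough.

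Of 24 immune cell genes, 19 were higher in Villus than in GFP_High, with a mean log2 difference of 2.17, and the paper does not analyse them. Dim probe sets as the origin are argued against, because 18 of the 24 were higher with 16 added to each value before the log2. Lymphocytes of the epithelium are a candidate source, since all 9 T lymphocyte genes were higher, with a mean log2 difference of 4.08 (standard error 0.66). Of 4 B lymphocyte genes, 3 were higher, with a mean of 1.13 (standard error 1.01). Ptprc, the common leukocyte gene, was at 156 ± 38.7 in Villus and under the receptor level in GFP_High. Only 7 of the 24 immune cell genes were above that level in GFP_High, against 19 in Villus. The means given here may therefore be set partly by background in GFP_High and are rough sizes only. Lamina propria carried along as a whole stays open: 18 genes of endothelium, fibroblasts and smooth muscle had a mean log2 difference of 0.67 (standard error 0.20), made up of 0.08 for endothelial genes, 0.55 for fibroblast genes and 1.54 for smooth muscle genes. According to the methods RNA of each group was isolated after FACS, while the results name the complete villus epithelium as the source of Villus cells. The sources used here give no gate for Villus that would remove lymphocytes or lamina propria cells. Expression of the immune cell genes by the villus epithelium itself stays open and was not tested.

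All 20 immediate early and heat shock genes were higher in hair bulge cells than in GFP_High, with a mean log2 difference of 3.22, while in Villus 13 were lower and 1 higher than in GFP_High (camera adjusted p = 0.00107 from limma, and adjusted p = 0.362 with an estimated correlation; mean log2 difference -1.74). Normalization by the authors, which moves genes of a similar intensity together, is argued against for the hair bulge, because random gene sets with a similar intensity had a mean log2 difference of at most 0.97, against 3.22 for this list (standard error 0.40). Handling of the tissue cannot be told apart from tissue, because the steps of isolation differed with the tissue. The methods describe a similar isolation for hair bulge and intestinal cells. Hair bulges were scraped from the skin, however, and the trypsin step was longer in some cases. GFP_Low and GFP_High, which were isolated together, had a mean log2 difference of 0.25. Between these 2 groups, 2 of the 20 genes were higher and 1 lower (camera adjusted p = 0.0366 from limma, and adjusted p = 0.639 with an estimated correlation). With the sort as a block, the camera adjusted p was 0.447, so the call ended. The signal between GFP_Low and GFP_High is listed here too because the paper does not analyse these genes. A difference between the tissues themselves stays open and was not tested.

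Of 23 enteroendocrine cell genes, 12 were lower and 3 higher in Villus than in GFP_Low (12 and 3 adjusted over the list alone, camera adjusted p = 0.00206 from limma, and adjusted p = 0.22 with an estimated correlation). A lower share of every secretory cell type alike in Villus is argued against by the tuft cell genes. Tuft cell genes went the other way, with a mean log2 difference of 0.67 (standard error 0.18) between Villus and GFP_Low. Of these 13 genes, 5 were higher and none lower (camera adjusted p = 0.0216 from limma, and adjusted p = 0.202 with an estimated correlation). Immune cell genes rose between these groups too (17 of 24 higher and 2 lower, mean log2 difference 2.16). Whether immune cells add to the signal of the tuft cell genes was not tested, which limits this argument. A lower share of goblet and Paneth cells along with enteroendocrine cells stays open, since 10 of 16 goblet cell genes were lower and 2 higher (camera adjusted p = 0.00293 from limma, and adjusted p = 0.202 with an estimated correlation), 4 of 9 Paneth cell genes were lower and none higher (camera adjusted p = 0.00742 from limma, and adjusted p = 0.0718 with an estimated correlation), and 7 genes of mature goblet cells had a mean of -0.83 (standard error 0.55). Cells at an early step of this lineage in the GFP_Low gate may add to it: the 6 lineage transcription factors were all lower in Villus, with a mean of -2.41, and 11 hormone genes had a mean of -0.73. The difference of these means was -1.68 with a standard error of 1.02, which leaves this open.

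Other signals in genes that the paper does not analyse were found in hair bulge cells against GFP_High: 7 of 22 genes of mesenchyme, endothelium and muscle were higher (mean log2 difference 1.03, median 0.07, camera adjusted p = 0.0363 from limma, and adjusted p = 0.424 with an estimated correlation), and 4 of 10 melanocyte genes were higher and 1 lower (mean 1.42, camera adjusted p = 0.0472 from limma, and adjusted p = 0.258 with an estimated correlation). In GFP_High, 1 array stood far from the other 3 for 6 of 56 values tested, where chance gives 2.8 on average. Each ratio is the gap to the nearest array over the range of the group, both on the log2 scale. These are Dnmt3a (ratio 0.888, 276 in GFP_High 2 against 147.4 to 158.1), Hrk (ratio 0.870, 9.1 in GFP_High 1 against 8.3 to 8.4), Rnft2 (ratio 0.830, 10.2 in GFP_High 3 against 5.6 to 6.2), Helq (ratio 0.941, 42.3 in GFP_High 1 against 48.2 to 48.6), Atad1 (ratio 0.908, 185.7 in GFP_High 2 against 200.9 to 202.5) and Lonp2 (ratio 0.933, 126.2 in GFP_High 4 against 144.3 to 145.7).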

How the results depend on the processing

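The other probe sets of Tcf7l2 were chosen after the data were examined, and the other alternatives before; where no value shows a cause, the cause was not tested. Of the main results, 302 counts, 1092 list tests and 225 gene differences kept their direction and side of the threshold under the alternatives (counts within 1.5 times). So did the 76 shares and mean differences of DMR and contacted genes (shares within 1.5 times), except that the share of DMR genes changed, with p = 0.178 in its permutation test, passed that test with the mean of all probe sets (92.3%, p = 0.0172) and without _x_at and _s_at probe sets (92.3%, p = 0.0377). Elsewhere 30 counts moved by over 1.5 times, 57 list tests lost and 12 gained their call, and 8 gene differences lost and 5 gained theirs. Among all named genes, 14815 values stayed, 490 lost and 157 gained a call and 6 reversed. The fall of Dnmt1 in Villus (-4.83 to -3.94) and the rise of Tcf7l2 (1.08 to 2.31) held in all 19 and 22 alternatives. With 16 added to each value, which damps dim probe sets, genes with a log2 difference of at least 2 numbered 699 higher and 799 lower in Villus, 106 and 21 in GFP_Low, and 678 and 677 in hair bulge, against GFP_High. Testing every probe set, which adds tests, gave 18136 changed in Villus (8657 higher, 9479 lower, and with a log2 of 2 1966 and 2560), 4610 in GFP_Low (1689 and 2921, and 112 lower with a log2 of 2) and 17911 in hair bulge (8525 and 9386, and 2291 and 1951), and 15118 and 16779 in Villus and hair bulge against GFP_Low. The mean of all probe sets gave 38 lower in GFP_Low with a log2 of 2, and array weights 1678 higher. The Student test of the methods at p under 0.01 gave 4795 in Villus and 4750 in hair bulge against GFP_Low, and after Benjamini-Hochberg 1595 in GFP_Low against GFP_High (656 and 939). Between GFP_Low and GFP_High, Dnmt1 lost its call with every probe set tested (-0.93, adjusted p = 0.0601 from limma) and with the block (-0.93, adjusted p = 0.0877), Dnmt3a gained one with the block (-0.55, adjusted p = 0.0288), and Dnmt3b with the mean of all probe sets (-0.66, adjusted p = 0.046) and array weights (-0.71, adjusted p = 0.0485). In Villus against GFP_High Dnmt3a gained one with array weights (-0.48, adjusted p = 0.0303). Reversed were, with the mean of all probe sets, Mtarc1 in Villus (0.38) and in hair bulge Arhgap26 (0.18 against GFP_High and 0.0026 against GFP_Low) and Lin54 (0.68 and 0.72), and without _x_at and _s_at probe sets Mark1 in Villus against GFP_Low (0.46). With an estimated correlation, list tests lost their call in Villus for goblet (0.227), enteroendocrine (0.117), tuft (0.113), DNA replication (0.194), mitosis (0.251), DNA methylation (0.267), MHC class II (0.113), immediate early (0.362), immune (0.113), DMR (0.14) and contacted genes (0.113); in GFP_Low for tuft (0.0779), replication (0.45), mitosis (0.79), ribosome (0.16), transcription factor (0.448), MHC class II (0.289), immediate early (0.639) and contacted genes (0.26); and in hair bulge for stem cell, goblet, brush border, transcription factor, xenobiotic, MHC class II and immediate early genes (0.186 each), fat absorption and melanocyte (0.258 each), replication and mitosis (0.387 each), ribosome (0.351), Notch and BMP (0.318) and mesenchyme genes (0.424). In GFP_Low against GFP_High, the adjusted p of immediate early genes was 0.0622 with quantile normalization, 0.0505 with the mean of all probe sets and 0.447 with the block; of DMR genes 0.0236 with quantile normalization, 0.0343 with dim genes left out and 0.0497 without _x_at and _s_at probe sets; of mitosis genes 0.112 with dim genes left out and 0.0587 with the block; of transcription factor genes 0.095 with 16 added; and of contacted genes 0.0504 with the mean of all probe sets. In hair bulge against GFP_High, it was for mesenchyme genes 0.0556 with quantile normalization; for melanocyte genes 0.0615 with quantile normalization, 0.0853 with 16 added and 0.183 with dim genes left out; for Paneth genes 0.0236 with dim genes left out, 0.0429 with the mean of all probe sets and 0.0416 without _x_at and _s_at probe sets; for ribosome genes 0.0516 with dim genes left out; for contacted genes 0.0276 with the mean of all probe sets; and for Figure S1 markers 0.0299 with that mean and 0.0487 without _x_at and _s_at probe sets. In Villus, DNA methylation genes had 0.117 with dim genes left out. Leaving out 1 array gave 1054 to 1904 genes lower in GFP_Low (lowest without GFP_Low 1); there Dnmt1 had -1.06 to -0.75 (adjusted p 0.0441 to 0.17, with the call only without GFP_Low 2) and Dnmt3b -0.96 to -0.58 (0.0497 to 0.28, called without GFP_Low 2). The adjusted p of lists then ranged for GFP_Low from 0.0144 to 0.0542 for mitosis (lost without GFP_Low 3), 0.00564 to 0.128 for transcription factors (GFP_High 4, GFP_Low 2), 0.000867 to 0.204 for MHC class II (GFP_High 2, GFP_Low 3), 0.00246 to 0.452 for immediate early (GFP_High 4, GFP_Low 1, GFP_Low 2) and 0.0113 to 0.217 for DMR genes (gained without GFP_Low 1); for mesenchyme in Villus from 0.00471 to 0.133 (gained without GFP_High 2 or Villus 3); and for melanocyte in hair bulge from 0.0243 to 0.0663 (lost without GFP_High 1, 2 or 4). The share of changed genes that were higher in GFP_Low was 37.9%, 51.2% with quantile normalization and 53.2% without GFP_Low 1. Median centring moved the median log2 difference of all genes in hair bulge to -0.16, and leaving out dim genes moved it to -0.17 in Villus, -0.15 in GFP_Low and -0.39 in hair bulge. Signal over background limits folds: 59.1% of genes were above the receptor level in GFP_High.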

Differences from the paper's values

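The alternatives named in this part were set before the data were examined, except the other probe sets of Tcf7l2. A count is said to differ where it is over 1.5 times the paper's, so a count that does not differ by this rule can still be well above it. In Figure S8i the paper's bar for Tcf4 in Villus stands at about 0.97 of GFP_High, read by eye, against 2.31 for Tcf7l2 here; the values differ under all 13 alternatives (2.13 to 3.44). The caption of Figure 1f gives the size of the difference as a fold of 2 and as 2log, which was read here as a log2 difference of at least 2; read as a fold of 2, the counts here would be larger (2195 higher and 2962 lower in Villus, and 2051 and 3006 in hair bulge). In Figure 1f the paper's counts between Villus and GFP_High are about 400 higher and about 410 lower in Villus, read by eye, against 1056 and 1376 here with a log2 difference of at least 2. These differ under all 20 alternatives (699 to 1966 higher and 799 to 2560 lower). Between hair bulge and GFP_High the paper's counts in Figure 1f are about 680 higher and about 450 lower in hair bulge, read by eye, against 1094 and 1180 here. The higher count is close to the paper's with 16 added to each value (678), is above it by less than 1.5 times with dim genes left out (952) and with the mean of all probe sets (924), and differs under the other 17 alternatives (1039 to 2291); the lower count differs under all 20 (677 to 1951), with the lowest just over 1.5 times the figure's value. The paper's Table S1 lists 675 genes higher in hair bulge, against 1094 here, and 452 higher in GFP_High, against 1180 here. The first stays within 1.5 times under the same 3 alternatives, close to it only with 16 added (678), and differs under the other 17; the second, with 16 added (677), is just under 1.5 times the paper's and differs under the other 19 (947 to 1951). For neither these counts nor Table S1, which holds log2 differences down to 1.88 by the values here, do the sources used here give each threshold and filter, so the thresholds may not be the same; with 16 added to each value, the counts above are those nearest to the paper's. The counts in Figure 1f and Table S1 are of the paper's own analysis of these arrays.

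The paper states that expression of Tcf4 does not change significantly, while Tcf7l2, the gene that encodes the Wnt effector of that name, had a log2 difference of 1.20 between Villus and GFP_High; GFP_Low did not differ from GFP_High. Figure S1 draws a bar named Ap slightly higher in GFP_Low than in Villus. The label was not resolved to a gene here; the intestinal alkaline phosphatase genes Alpi (26.7, 948 and 7074 in GFP_High, GFP_Low and Villus) and Akp3 (6.30, 9.07 and 358) were both highest in Villus. Of 38 measured genes drawn in the 4C panels, limma gave the drawn result for 30 and the Student test of the methods for 32, and none went the opposite way. The exceptions with limma are Ago2 and Atad1, which are drawn as changed (the Student test of the methods calls Atad1, and limma calls Ago2 with the mean of all probe sets, log2 difference 0.53), and Chrac1 (135.4 in GFP_High and 68.5 in Villus), Slc45a4 (log2 difference -1.62), Med13l (-0.71), Cops4 (-0.51) and Lin54 (-0.53), which are drawn without a change between Villus and GFP_High. The remaining one is N4bp1 (log2 difference 0.65): the legend of Figure S7 states that it has no colour because its p was under 0.05 only, while the Student test of the methods passed the 0.01 of the figure here.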

Other observations

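The tests of other splits of the arrays and the test on Tcf4 in this part were chosen after the results were seen; the gene lists and the comparisons were set before the data were examined. From GFP_Low to Villus, the absorptive genes rose further. All 25 brush border genes were higher in Villus than in GFP_Low (25 adjusted over the list alone, camera adjusted p = 3.76e-17 from limma, and adjusted p = 0.0303 with an estimated correlation), and so were 19 of 22 fat absorption genes (19 adjusted over the list alone, camera adjusted p = 3.33e-12 from limma, and adjusted p = 0.0562 with an estimated correlation), with Apoa4 at a log2 difference of 5.14 (standard error 0.36, adjusted p = 4.57e-08). Among single genes that went the other way, Mmp7 had a log2 difference of -6.05 (standard error 0.25, adjusted p = 3.63e-10) and Neurog3 was at least 23.2-fold lower. Of the peptide genes, Gcg had a log2 difference of -3.43 (standard error 0.32, adjusted p = 9.77e-07) and Nts, which encodes neurotensin, of 4.01 (standard error 0.35, adjusted p = 4.21e-07). All 37 DNA replication genes and all 25 mitosis genes were lower in Villus than in GFP_Low, each with an adjusted p = 0.202 with an estimated correlation.

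Beside Lgr5, other crypt genes were measured in hair bulge cells: Ascl2 was at 10.2, and of 9 Paneth cell genes 6 were lower and 1 higher (camera adjusted p = 0.0682 from limma). The other lists gave these results. Of 12 measured genes in the list for the markers of Figure S1, which holds both Alpi and Akp3 for the bar named Ap and lacks Muc2, 4 were higher and 5 lower in Villus than in GFP_High (camera adjusted p = 0.84 from limma, with a mean log2 difference of -0.54 and a median of 0.05). Of 10 genes with bisulfite primers in Table S2, 2 were higher and 2 lower in Villus (camera adjusted p = 0.919 from limma) and 5 were higher and 5 lower in hair bulge (camera adjusted p = 0.977 from limma). Of 7 erythroid and exocrine pancreas genes, 2 were higher in Villus (camera adjusted p = 0.211 from limma), among them Prss2, which varied widely there (113 ± 183). Of 33 hair follicle and keratinocyte genes, 7 were higher and 5 lower in Villus (camera adjusted p = 0.484 from limma, with a mean log2 difference of -0.01 and a median of 0.05). Genes of the X and Y chromosomes separate arrays within groups and differ between groups: Xist was at 28.8 in GFP_High 1 and 3348 to 4119 in the other GFP_High arrays, and Ddx3y, a gene of the Y chromosome, at 92.2 and 4.4 to 4.7. Ddx3y was also at 72.6 in GFP_Low 1 and 4.1 and 4.3 in the other GFP_Low arrays, at 155.7 and 147.8 in Villus 1 and 2 and 4 in Villus 3, and at 185.2 to 310.3 in the 3 hair bulge arrays. Xist was at 1073 in hair bulge 1, which thus had signal of both genes, and at 11.4 and 47.3 in the other hair bulge arrays. By these genes the sex of the animals was not balanced between the groups, and no model with sex was fitted.

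Other splits of the arrays into groups of the same sizes were tested as well. Between Villus and GFP_High, 1 of 35 splits, the real one, gave as many changed genes (8361, and 4719 for the highest other). Between hair bulge and GFP_High it was also 1 of 35 (8301 and 4761). These shares are under 0.05 and the smallest that 35 splits allow, so chance is an unlikely origin of the Villus count. Hair bulge 2 and GFP_High 2 carry the same sort code, and their residuals correlated at 0.0131. The splits were not limited to those that part this pair. With that limit the smallest possible share would be larger and not under 0.05. Chance is therefore an unlikely origin of the hair bulge count only if this pair is treated as independent. For GFP_Low and GFP_High, the 8 splits that part every pair of arrays of a sort gave 2853 for the real one, which was 1 of 8, and 29 for the highest other. For Villus and GFP_Low (7202 and 1) and for hair bulge and GFP_Low (7900 and 0), the real split was 1 of 10. In these 3 comparisons the splits are too few for a share under 0.05.

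A candidate explanation for the difference on Tcf4 is that Figure S8i shows the gene officially named Tcf4 and not Tcf7l2. The nearest of its 3 probe sets lay within 0.107 of the bars, with relative intensities of 0.807 in GFP_Low and 0.875 in Villus and a replicate SD of up to 0.274, so the spread is too wide to decide it.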
